# The class VIII myosin ATM1 is required for root apical meristem function

**DOI:** 10.1242/dev.201762

**Published:** 2023-07-04

**Authors:** Damilola Olatunji, Natalie M. Clark, Dior R. Kelley

**Keywords:** Auxin, Cell proliferation, Myosin, Root apical meristem, Sugar, *Arabidopsis thaliana*

## Abstract

Myosins are evolutionarily conserved motor proteins that interact with actin filaments to regulate organelle transport, cytoplasmic streaming and cell growth. Plant-specific class XI myosin proteins direct cell division and root organogenesis. However, the roles of plant-specific class VIII myosin proteins in plant growth and development are less understood. Here, we investigated the function of an auxin-regulated class VIII myosin, *Arabidopsis thaliana* MYOSIN 1 (ATM1), using genetics, transcriptomics and live cell microscopy. ATM1 is associated with the plasma membrane and plasmodesmata within the root apical meristem (RAM). Loss of ATM1 function results in decreased RAM size and reduced cell proliferation in a sugar-dependent manner. Auxin signaling and transcriptional responses were dampened in *atm1-1* roots. Complementation of *atm1-1* with a tagged ATM1 driven under the native *ATM1* promoter restored root growth and cell cycle progression. Genetic analyses of *atm1-1* seedlings with HEXOKINASE 1 (HXK1) and TARGET OF RAPAMYCIN COMPLEX 1 (TORC1) overexpression lines indicate that ATM1 is downstream of TOR. Collectively, these results provide previously unreported evidence that ATM1 functions to influence cell proliferation in primary roots in response to auxin and sugar cues.

## INTRODUCTION

In multicellular organisms, organogenesis relies on the coordination of three interwoven processes: cell proliferation, elongation and differentiation (De Smet and Beeckman, 2011; Harashima and Schnittger, 2010; Stals and Inzé, 2001; Zluhan-Martínez et al., 2021). Cell proliferation events within a developing organ drive growth via an increase in cell number that is triggered and sustained by growth cues, which is a tightly regulated process (Polymenis and Aramayo, 2015). In contrast, cell elongation contributes to cell size regulation, and as a consequence can fine tune organismal body plan (De Cnodder et al., 2006; Marshall et al., 2012; Szövényi et al., 2019). During cell differentiation, a variety of cell types constituting a tissue and/or organ become specialized, with distinct patterns and forms (Hulskamp et al., 1998). Organogenesis in plants is predominantly post-embryonic and relies on stem cell niches in the shoot and root apical meristems to continuously produce new cells that assume specific differentiation patterns (Burian et al., 2016; Shishkova et al., 2008). Roots are an ideal model to study the coordination of these processes because a growing primary root contains: (1) a meristematic zone, harboring active dividing cells; (2) a transition zone (TZ), found between the basal meristem and the meristematic zone, containing cells that still have the competence to divide but at relatively slow rate; (3) an elongation zone (EZ), which has cells with an accelerated expansion rate, mainly in length but not in width; and (4) a differentiation zone (DZ), which has cells that have stopped expansion, but begin to differentiate into specialized tissues. Phytohormones are the major regulator of plant growth responses and a great amount of information has been generated on this (Lv et al., 2019; Santner et al., 2009; Shi and Vernoux, 2022); however, the role of sugars as growth cues is now receiving a great deal of attention. Therefore, understanding the mechanisms of how root organogenesis is regulated in response to both hormonal and metabolic signals is important for furthering our understanding of plant growth and development.

As the by-product of photosynthesis, sugars are translocated to sink organs including roots to orchestrate growth and branching programs, mostly in the form of sucrose, which is subsequently converted to glucose and fructose for the sustenance of energy metabolism (Kaur et al., 2021; Li and Sheen, 2016; Rolland et al., 2006). Genetic and biochemical studies have revealed the link between plant TARGET OF RAPAMYCIN (TOR) and nutrient signaling (Dong et al., 2015; Xiong et al., 2013). TOR is recognized as TOR COMPLEX 1 (TORC1), sharing related structural organization with budding yeast and animals. Typically, this complex consists of TOR and its interacting partners: REGULATORY-ASSOCIATED PROTEIN OF TOR (RAPTOR) and LETHAL WITH SEC THIRTEEN 8 (LST8) (Burkart and Brandizzi, 2020; Dobrenel et al., 2016; Moreau et al., 2012). Sugar availability is the main activator of TOR kinase in plants resulting in the control of cell proliferation and reprogramming of the transcriptome of the meristems (Xiong et al., 2013). In the presence of glucose, TOR is activated and directly phosphorylates E2FA/B transcription factors to maintain the shoot and root meristematic activities (Li et al., 2017). Many of the downstream players in this process are not well understood and it is unknown how stem cell properties are modulated in response to sugars.

Recent studies have revealed the contributions of plant myosins in the regulation of plant growth and developmental programs in response to carbon and hormonal cues (Abu-Abied et al., 2018; Han et al., 2021 preprint; Holweg, 2007; Holweg et al., 2003; Ojangu et al., 2018; Olatunji and Kelley, 2020). In plants, myosins are actin-based motor proteins belonging to myosin VIII and XI families. The *Arabidopsis* genome encodes 13 members of class XI myosins and four members of class VIII motor proteins (Haraguchi et al., 2019; Reddy and Day, 2001; Ryan and Nebenführ, 2018). Myosins of the class XI clade are the most well-studied plant-specific myosins to date and their roles have been implicated in rapid cell growth and expansion (Kurth et al., 2017; Peremyslov et al., 2008, 2010). In contrast, information on the roles of class VIII myosins, including ATM1, in plant development still remains limited. Among plant-specific myosins, ATM1 was the first member to be identified and sequenced (Knight and Kendrick-Jones, 1993). The ortholog of ATM1 in *Physcomitrium patens*, Myosin VIII, is known to play a key role in patterning and cell division in moss (Wu and Benzanilla, 2014; Wu et al., 2011). Immunolocalization studies have shown that ATM1 is localized to the plasmodesmata (PD) and new cell plates in *Arabidopsis* roots (Reichelt et al., 1999). Studies on the full-length or tail domain region of ATM1 fused to green fluorescent protein (GFP) expressed under its native promoter indicated that ATM1 is endogenously localized to the PD, endoplasmic reticulum, plasma membrane, plastids and newly formed cell walls (Golomb et al., 2008; Haraguchi et al., 2014). *ATM1* accumulation was also observed in root and shoot apices using a β-glucuronidase (GUS) reporter transgene (Haraguchi et al., 2014). ATM1 protein levels are increased in response to exogenous indole-3-acetic acid (IAA) treatment (Kelley et al., 2017 preprint). ATM1 plays a key role in sugar-dependent hypocotyl growth, which is driven solely by cell elongation (Olatunji and Kelley, 2020). However, the roles of ATM1 in primary root development are unknown.

Here, we investigated the role of ATM1 in the regulation of root stem cell properties, including proliferation and differentiation. We report that the *atm1-1* mutant exhibits a sugar-dependent short root phenotype due to impaired cell cycle activity. *In situ* DNA labeling and live imaging revealed that ATM1 is required for normal cell proliferation in response to sucrose. Gene expression and auxin response analysis indicate that *atm1-1* root apical meristems exhibit dampened auxin responses in the quiescent center and columella. Transgenic complementation of *atm1-1* mutant with *ATM1pro::GFP-ATM1* or *ATM1pro::GUS-ATM1* cassette can restore root growth and root apical meristem (RAM) activity. In addition, GFP translational reporters for ATM1 expression *in vivo* indicate that this plasma membrane-localized protein is enriched in root stem cell populations. Together these data suggest that ATM1 is required for cell proliferation and differentiation in *Arabidopsis* roots.

## RESULTS

### *ATM1* promoter activity is high in the root apical meristem

To determine ATM1 expression patterns during root development, stable transgenic lines were generated with *ATM1pro::NLS-GFP-GUS* construct consisting of a 4.5 kb *ATM1* promoter sequence. Confocal microcopy of 5-day-old *Arabidopsis* primary roots (Fig. 1A) and adventitious roots (Fig. 1B) revealed that ATM1 is strongly expressed in apical root cells. Because myosin XI has been implicated in post-embryogenic root formation (Abu-Abied et al., 2018), we then monitored ATM1 expression across the eight stages (Stage I-VIII) of lateral roots (LR) formation (Péret et al., 2009). ATM1 expression was uniformly observed in LR primordia at all stages of LR branching programs (Fig. 1C). In addition, histological analysis of GUS activity in *ATM1pro::GUS-ATM1* plants suggests that ATM1 is expressed in regions of active cell division such as the shoot and root apices (Fig. S1A-D). Collectively these expression data demonstrate that ATM1 is expressed in developing roots.

**Fig. 1.**
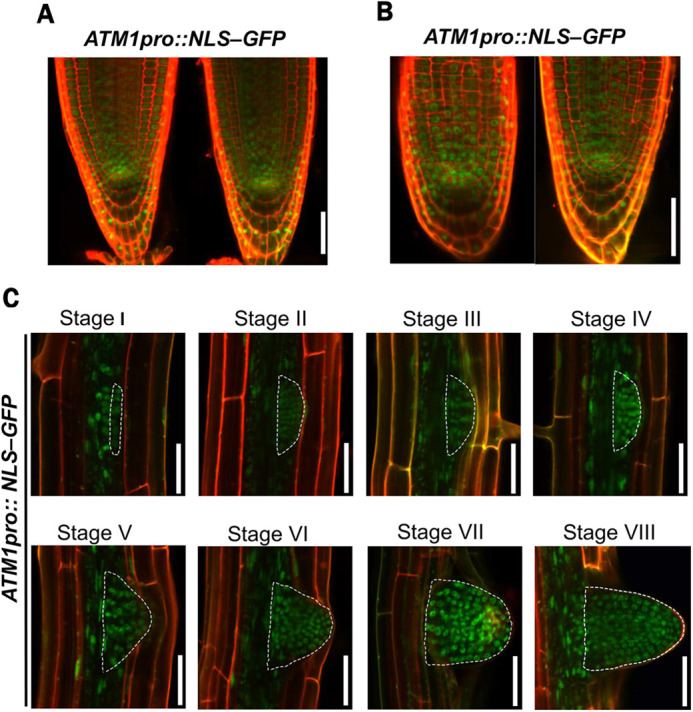
**ATM is expressed during post-embryonic root organogenesis in *Arabidopsis thaliana*.** (A,B) Transcriptional expression pattern of *ATM1* in *Arabidopsis* roots. *ATM1pro::NLS-GFP* construct expression in the stem cell initials of 5-day-old primary roots (A) and in adventitious roots (B). Red, propidium iodide; green, GFP expression. (C) *ATM1* is expressed in all stages of lateral root development, from initiation (stage 1) to emergence (stage VIII). The dashed white lines outline the developing lateral root primordium. Scale bars: 50 µm

### Loss of *ATM1* results in reduced root growth

To examine ATM1 protein expression patterns *in vivo*, stable transgenic lines were generated with *ATM1pro::GFP-ATM1* construct. Confocal microscopy of GFP-ATM1 in *Arabidopsis* roots revealed protein accumulation at the plasma membrane. In addition, this line showed strong GFP-ATM1 accumulation in the meristematic zone of the RAM and stele initials (Fig. 2A). Collectively, these expression data demonstrate that ATM1 is a plasma membrane-localized protein that is present in the primary root.

**Fig. 2.**
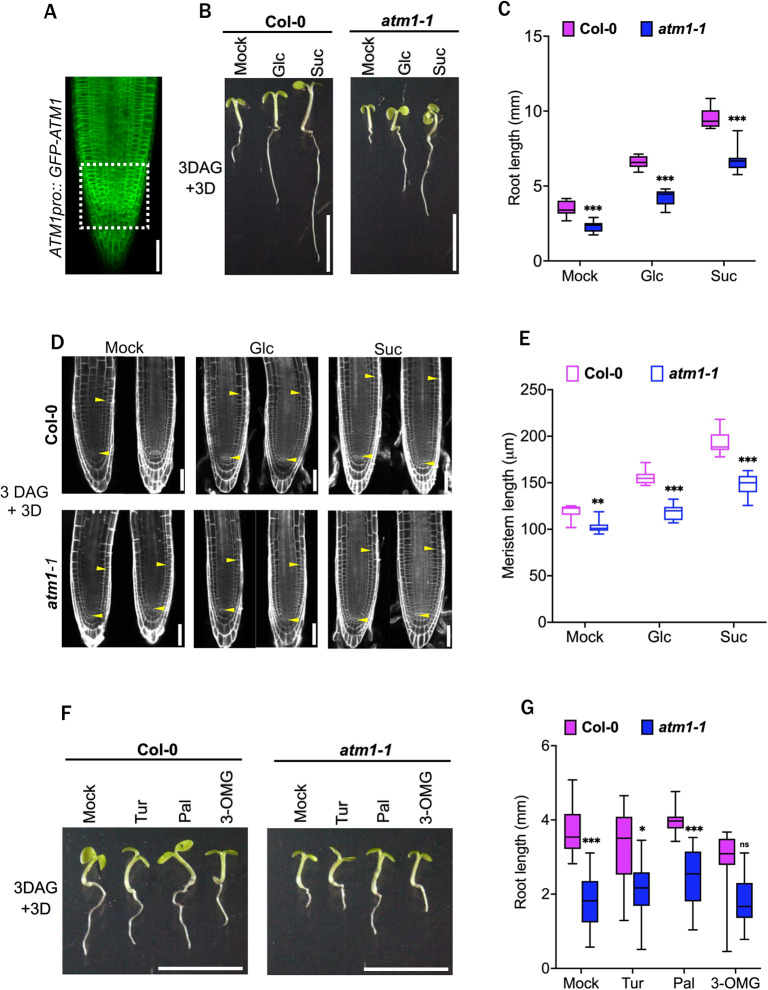
**ATM1 is a plasma membrane-localized protein required for sugar-activated root growth.** (A) GFP-ATM1 protein accumulates at the plasma membrane of root apical meristem cells in 5-day-old plants. The boxed area represents the stem cell niche with elevated GFP-ATM1 accumulation. (B) Re-activation of root growth in 6-day-old wild-type (Col-0) and *atm1-1* seedlings in response to 0.5× MS medium (mock) or supplemented with 15 mM glucose (Glc) or sucrose (Suc) under 15 µmol m^−1^ s^−1^ 12 h light/12 h dark conditions. (C) Quantification of root growth across 3 days following Glc or Suc treatment in Col-0 and *atm1-1* seedlings. *N*=10; ***P<0.0001, two-way ANOVA and Tukey's multiple comparison test. (D) Confocal images of Col-0 and *atm1-1* roots grown without exogenously applied sugar (mock) or with sugars (Glc or Suc) for 3 days. Roots were stained with propidium iodide (PI). Yellow arrowheads delineate the root apical meristem. (E) Root meristem length of 6-day-old Col-0 and *atm1-1* plants. *N*=10; **P<0.01, ***P<0.001, two-way ANOVA and Tukey's multiple comparison test. (F) Phenotypes of 6-day-old Col-0 and *atm1-1* plants grown on 0.5× MS medium with or without 15 mM non-metabolizable sugars (3-OMG, 3-O-methyl-D-glucose; Pal, palatinose; Tur, turanose). (G) Root length of Col-0 and *atm1-1* in response to Tur, Pal and 3-OMG. *N*=10; ns, not significant; *P<0.05, ***P<0.001, two-way ANOVA and Tukey's multiple comparison test. Box plots extend from 25th to 75th percentile; horizontal lines represent median; whiskers represent minimum to maximum values. Scale bars: 50 µm (A,D); 5 mm (B,F).

To genetically investigate the role of ATM1 in plant root development, we used a previously characterized loss-of-function *ATM1* allele (Olatunji and Kelley, 2020), *atm1-1* (SAIL_405_B08). Loss of *ATM1* leads to reduced organ growth in light grown seedlings in the absence of exogenous sugar (Olatunji and Kelley, 2020). Compared with wild-type (WT) Col-0 plants, *atm1-1* root growth was significantly decreased in the absence of exogenous sugar (Fig. 2B,C). Given that ATM1 expression is more pronounced in the region of active cell division in the RAM, we used a previously described root growth re-activation assay (Li et al., 2019; Xiong et al., 2013) to examine how RAM cells respond to sugar signals in *atm1-1*. For this assay, WT and *atm1-1* seedlings were grown without sugar under photosynthesis-constrained low light conditions for 3 days to induce mitotic quiescence. Then, these seedlings were moved to 0.5× Murashige & Skoog (MS) medium (mock) or supplemented with glucose or sucrose to re-activate the arrested root meristems. Compared with WT Col-0, the *atm1-1* roots have reduced sugar-induced growth (Fig. 2B,C).

The sugar-dependent impairment observed in *atm1-1* roots may be due to altered RAM size. To test this idea, we examined the root meristems of 6-day-old plants grown on control liquid 0.5× MS medium (mock) or 0.5× MS supplemented with sugars. The *atm1-1* root meristem length was significantly different from that of WT with or without sugar treatment (Fig. 2D,E). Next, we asked whether the reduced-sugar activated root growth in *atm1-1* is attributed to the function of sugar as energy source or signaling molecules. We analyzed WT and *atm1-1* response to several non-metabolizable sugars: a glucose analog (3-O-methyl-D-glucose; 3-OMG) and two sucrose analogs [palatinose (Pal) and turanose (Tur)]. Three-day-old quiescent seedlings grown on 0.5× MS medium were transferred to growth medium supplemented with 15 mM non-metabolizable sugar and scored for activated root growth after 3 days. When compared with WT, none of the glucose or sucrose analog(s) significantly activates the reduced root growth in *atm1-1* (Fig. 2F,G). Taken together, these results suggest that ATM1 is essential for sugar-dependent root growth and stem cell activity.

### Complementation of *atm1-1* restored root growth to normal

We then asked whether the impaired root growth in the *atm1-1* mutant could be restored. To address this, we cloned the ATM1 full-length genomic sequence, tagged with a GFP or GUS reporter protein at the N-terminal driven by *ATM1* native promoter (a 4.5 kb fragment upstream of the first annotated ATG in the ATM1 coding sequence), and the generated constructs *ATM1pro::GFP-ATM1* was used for complementation. From the T3 transgenic lines, we performed reverse transcriptase-PCR (RT-PCR) with primers designed to amplify *ATM1* transcripts upstream of the site of insertion in *atm1-1* and full-length *ATM1* (Fig. 3A). RT-PCR results showed the expected *ATM1* transcripts in WT, *atm1-1* and *ATM1pro::GFP-ATM1*/*atm1-1* plants upstream of the annotated T-DNA insertion site of *atm1-1* (Fig. 3B). Full-length *ATM1* transcript was not detected in *atm1-1* mutant but was restored to WT levels in the transgene-containing lines (Fig. 3B). Next, we screened the complemented lines for root growth using 5-day-old seedlings grown under our growth conditions. On control plates, the root length of the two complemented lines was not significantly different from that of the WT plants (Fig. 3C,D). Notably, sucrose-induced root growth was restored to WT levels in *ATM1pro::GFP-ATM1*/*atm1-1* lines (Fig. 3C,D). Collectively, these results indicate that a functional ATM1 activity is required for root growth.

**Fig. 3.**
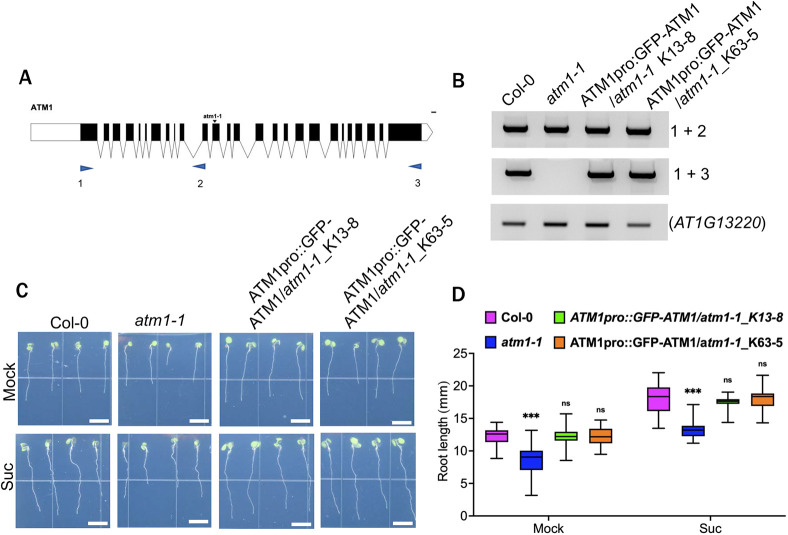
**Complementation of *atm1-1*.** (A) *ATM1* (*AT3G19960.2*) gene model indicating the position of SAIL_405_B08 (*atm1-1*) and primers used for PCR amplification (blue arrows 1-3). (B) RT-PCR of *ATM1* transcript in Col-0, *atm1-1* and complemented lines (*ATM1pro::GFP-ATM1/atm1-1_K13-8* or *ATM1pro::GUS-ATM1/atm1-1_K63-5*). The top panel shows *ATM1* mRNA amplified upstream of the T-DNA insertion site amplified with primers 1+2. The middle panel depicts full-length *ATM1* transcript using primers 1+3. The bottom panel is amplification of a control reference gene *AT1G13220*. (C) Phenotypes of 5-day-old Col-0, *atm1-1* and complimented lines grown on 0.5× MS medium (mock) or supplemented with 15 mM sucrose (Suc) at 45 µmol m^−1^ s^−1^, 12 h light/12 h dark conditions. (D) Root growth in Col-0, *atm1-1* and the two complemented lines. *N*=20; ns, not significant; ***P<0.001, two-way ANOVA and Tukey's multiple comparison test. Box plots extend from 25th to 75th percentile; horizontal lines represent median; whiskers represent minimum to maximum values. Scale bars: 5 mm.

### Columella cell differentiation is abnormal in *atm1-1* roots

To further explore the role of ATM1 in root organogenesis, we examined *atm1-1* roots under normal photosynthetic conditions as previously described (Li et al., 2019). Compared with WT plants, *atm1-1* displayed significantly reduced root growth on sugar-free MS plates (Fig. 4A,B). Moreover, the root growth of *atm1-1* seedlings grown on MS medium supplemented with sucrose was significantly decreased compared with WT plants (Fig. 4A,B). Thus, these data indicate that *ATM1* is required for the regulation of RAM activity. Next, we asked whether the mutation in *ATM1* affects patterning of the root meristem specialized cell types. In *Arabidopsis*, the root cap comprises two distinct cell types: the lateral root cap (LRC) and columella. Distal to the quiescent center (QC) are the LRC and columella stem cells (CSCs). The CSCs give rise to differentiated columella cells (CCs) containing starch granules required for graviperception (Hong et al., 2015; Su et al., 2017). To investigate whether loss of *ATM1* altered the CSC identity, we crossed the previously characterized *PET111:GFP* enhancer trap line (Clark et al., 2019; Nawy et al., 2005) into *atm1-1*. Typically, *PET111:GFP* marks only the differentiated columella cells (Clark et al., 2019; Nawy et al., 2005). Examination of 5-day-old *atm1-1* roots harboring the *PET111:GFP* transgene revealed significantly diminished expression of this columella marker compared with WT in the presence of sucrose (Fig. 4C,D). Next, we asked whether columella stem cell differentiation in *atm1-1* was impaired by proxy of starch granule presence. To address this question, we stained the roots of 5-day-old WT and *atm1-1* seedlings with Lugol solution. Compared with WT, under sugar-free conditions, the layer of columella stem cell daughter cells (CSCDs) was absent in *atm1-1* (Fig. 4E), suggesting that the competence of these cells to properly differentiate is altered. Under sugar supplementation conditions, the size of the CSCDs and the fully differentiated columella cells (DCCs) was reduced in *atm1-1* compared with WT plants, but not the number of cells (Fig. 4E). Despite the mis-expression of the root cap markers in *atm1-1*, GFP expression of the QC marker *WOX5:GFP* is intact in the mutant (Fig. S3). These results are consistent with ATM1 activity being required for normal cell division in the RAM.

**Fig. 4.**
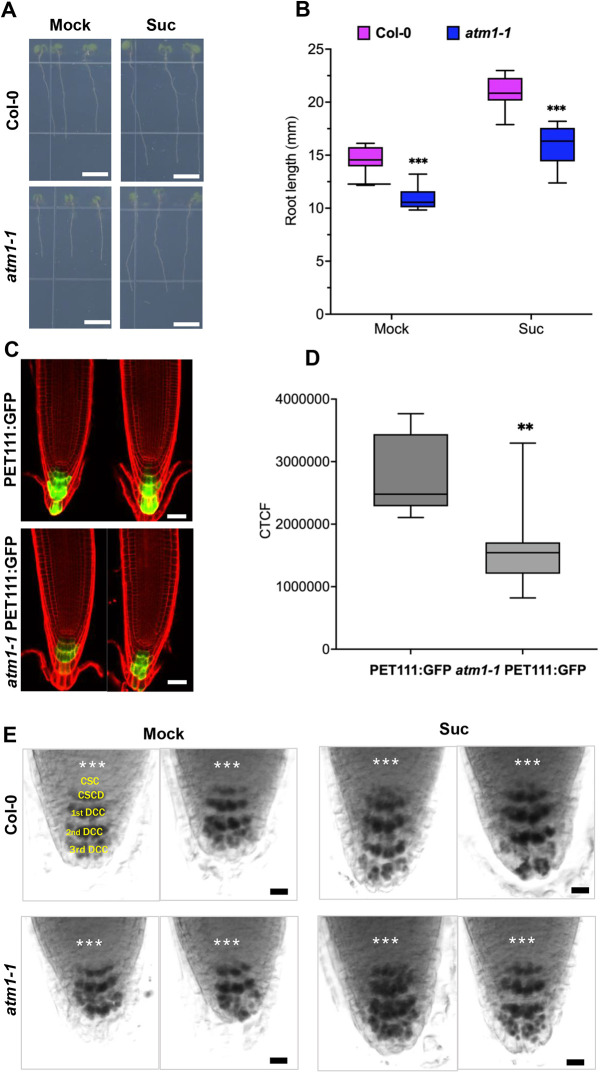
**Loss of ATM1 impacts columella differentiation.** (A) Phenotypes of 5-day-old *atm1-1* plants with reduced root length compared with wild type on 0.5× MS medium without or with 15 mM sucrose (Suc) at 45 µmol m^−1^ s^−1^ 12 h light/12 h long-day conditions. (B) Quantitative analysis of root growth in Col-0 and *atm1-1* seedlings. *N*=10; ***P<0.001, two-way ANOVA and Tukey's multiple correction test. (C) Examination of columella cell marker line *PET111:GFP* accumulation in wild-type and *atm1-1* roots grown on 0.5× MS with 15 mM Suc. Red, propidium iodide; green, GFP expression. (D) Computed average GFP fluorescence intensity in *PET111:GFP* and *atm1-1 PET111:GFP. N*=7-8; **P<0.01, two-way ANOVA and Tukey's multiple comparison test. (E) Starch granule accumulation in Col-0 and *atm1-1* columella cells. Roots of 5-day-old wild type and *atm1-1* plants were stained with Lugol solution before imaging. Asterisks indicate quiescent center. CSC, columella stem cells; CSCD, columella stem cell daughters; 1st DCC, first layer of differentiated columella root cap cells; 2nd DCC, second layer of differentiated columella root cap cells; 3rd DCC, third layer of fully differentiated columella root cap cells. Box plots extend from 25th to 75th percentile; horizontal lines represent median; whiskers represent minimum to maximum values. Scale bars: 5 mm (A); 20 µm (C); 50 µm (E).

### Transcriptomic analysis of *atm1-1* seedlings in response to sugars

The observed root growth defects in response to both glucose and sucrose in *atm1-1* (Fig. 2), suggested that both glucose and/or sucrose responses may be altered in the mutant. Both sucrose and glucose are well known to regulate gene expression via the distinct and overlapping pathways involving TORC, HEXOKINASE 1 (HXK1; also known as GIN2) and SnRK. In order to determine the gene expression responses to glucose and sucrose in *atm1-1*, we performed bulk RNA-seq analysis using whole seedlings grown with and without exogenously applied sugars (glucose and sucrose) (Table S1). 

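Total RNA came from 5-day-old Col-0 and atm1-1 seedlings grown on medium without sugar (mock), with 15 mM glucose or with 15 mM sucrose. atm1-1 carries a T-DNA insertion in ATM1 (AT3G19960). There were 3 libraries in each of the 6 groups, 18 in all. QuantSeq 3′ libraries read the 3′ ends of polyadenylated transcripts, so each count is of reads near the end of a transcript. The paper and the sample labels name different Illumina sequencers. The authors mapped the reads to TAIR10 and deposited the number of reads counted on each of 32832 genes, without normalization. The aligner, the counting tool and its use of strand are not named in the paper's text or the labels. Reads on genes per library ranged from 9450790 to 20256309. In Col-0, mock libraries held 12414000 to 14047220 (median 12864484), glucose libraries 9450790 to 14120130 (median 11381965) and sucrose libraries 12917477 to 20256309 (median 14006825). In atm1-1, mock libraries held 13113811 to 17433441 (median 13699745), glucose libraries 11666833 to 13271308 (median 12898614) and sucrose libraries 10539681 to 16608965 (median 15827031). The counts were normalized by edgeR's TMM method, genes with low counts were removed by filterByExpr, and the 19679 genes left were tested by edgeR's quasi-likelihood test in 1 fit of the 6 groups. The q-values given for genes are Benjamini-Hochberg adjusted p-values from this test, with the paper's threshold of 0.1. PoissonSeq, the paper's tool, was not used for them. Fold changes are on the log2 scale with their standard error (SE), and expression is in TMM-normalized CPM, as mean ± SD of 3 libraries. No molecular identifiers are described, so PCR copies are not told apart from separate molecules. ATM1 itself had 311 to 623 counts per library. Its level over the 3 treatments differed between atm1-1 and Col-0 by −0.08 (SE 0.11, edgeR q = 0.86). On a full-length transcript the tags would lie downstream of the insertion drawn in Fig. 3A. The counts give no read positions, so where the atm1-1 reads lie within ATM1 is not known. The paper's RT-PCR found a product upstream of the insertion in atm1-1 and no full-length transcript (Fig. 3B). Since the ATM1 counts did not separate the groups, the genotype labels could not be checked from them. The name atm1-1 stands here for the libraries labelled atm1-1.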

From the transcriptome data, we identified differentially expressed genes (DEGs) that were specifically modulated by sugar molecules in both Col-0 and *atm1-1* mutant compared with mock treatment with significance of *q*-value ≤0.1. 

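In Col-0, glucose changed 109 of the 19679 genes tested at edgeR q ≤ 0.1, of which 87 were higher and 22 lower than in mock, and sucrose changed 421, of which 244 were higher and 177 lower. Of the 109 genes, 85 were also among the 421, all changed in the same direction. Both comparisons use the 3 Col-0 mock libraries. In simulated unchanged groups sharing them, 0 genes were called in both, and 66.7% of all genes had the same direction. With no changed genes hardly any are called, so that 0 cannot show how far the shared libraries raise the overlap. Both Col-0 counts varied with the libraries included. Without Col-0 mock replicate 1, 2 or 3 the glucose count was 52, 70 or 57, and without Col-0 glucose replicate 1 it was 64. The sucrose count was 100 without Col-0 mock replicate 1, 127 without mock replicate 3, 708 without Col-0 sucrose replicate 1, 212 without sucrose replicate 2 and 135 without sucrose replicate 3. The alternative that moved both counts most was a re-implementation of the PoissonSeq scheme, which called 8 genes with glucose and 1 with sucrose. In simulated data it recovered 1 of the 66 genes changed 4-fold and none changed less, so its counts say little about the paper's tool. Its null counts the real labels too, so no q could fall far below 0.1 (lowest 0.0807). A call lost under it therefore says little about the gene. Of 314 results of named genes it ran on, 90 lost their call. Among the other tools and filters the largest counts came without the filter on low counts, 245 with glucose and 921 with sucrose. Scaling by library size alone raised the share of higher genes among the Col-0 sucrose calls from 58.0% to 86.7%, where the median of all genes was 0.15 against 0.01, and in atm1-1 sucrose from 54.4% to 83.1%, where it was 0.14 against −0.0036.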

Previous studies have examined the effects of sucrose and glucose on transcription in *Arabidopsis* (Mishra et al., 2009; Shulse et al., 2019). 

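The glucose and the sucrose responses of Col-0 and atm1-1 were compared across the 19679 genes, which are not independent replicates. The log2 fold changes of the 2 genotypes had a Pearson r of 0.371 (Spearman rho 0.300) for glucose and 0.541 (rho 0.478) for sucrose. These pairs of comparisons share no library, and r in simulated unchanged libraries averaged −0.00213 for glucose and −0.00119 for sucrose. Among the 591 genes called in either genotype with glucose, 94.1% changed in the same direction in both, and among the 1171 called in either with sucrose, 96.7% did. Of the calls in Col-0, 93 of those with glucose and 280 of those with sucrose were also called in atm1-1, all in the same direction. The difference between the genotypes in the response was tested for each gene as an interaction. By edgeR, 0 genes passed q ≤ 0.1 for glucose (lowest q = 0.843, with 750 genes at an unadjusted p under 0.05) and 0 for sucrose (lowest q = 0.648, with 558 at an unadjusted p under 0.05). DESeq2 called 8 genes for glucose and 5 for sucrose, and limma with a pseudocount of 0.1 called 1 for each and with a pseudocount of 1 called 0 for each. Without Col-0 sucrose replicate 1, edgeR called 2 genes for sucrose. Without the filter on low counts, it called 14 for glucose and 21 for sucrose.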

In order to uncover sugar-dependent gene regulation that was specifically altered in *atm1-1*, we examined these DEGs in more detail. In total, 32 upregulated DEGs were observed in *atm1-1* compared with WT under mock conditions, whereas *atm1-1* seedlings treated with glucose and sucrose relative to mock samples had 406 and 1488 DEGs, respectively (Fig. 5A-C, right; Table S1). Among these samples, 1154 downregulated DEGs were obtained in *atm1-1* sucrose versus mock samples, followed by glucose-treated *atm1-1* seedlings compared with mock samples (134), and control medium-treated *atm1-1*/WT plants had the lowest number (87) of repressed DEGs (Fig. 5A-C, left; Table S1).

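At edgeR q ≤ 0.1, 7 genes were higher in atm1-1 than in Col-0 under mock treatment, 433 were higher in atm1-1 with glucose than in atm1-1 mock, and 560 were higher with sucrose than in mock. Of all genes called in either direction, 405 were shared by the glucose and sucrose comparisons of atm1-1, all in the same direction. Both comparisons use the same 3 mock libraries. Simulated unchanged groups sharing them gave 0 shared calls, but with no changed genes hardly any are called. That 0 therefore cannot show how far the shared libraries raise the overlap. Across all genes tested the 2 sugar responses of atm1-1 had a Pearson r of 0.735, against 0.497 in the simulated unchanged groups. In a fit of only the libraries compared, 23 genes were higher in mock, 147 with glucose and 922 with sucrose. The main fit shares 1 spread per gene over the 6 groups, while the atm1-1 glucose libraries differed more among themselves. Their log2 CPM minus the mean of the other replicates had an SD of 0.536 to 0.885, against 0.393 to 0.582 elsewhere. A shared spread can thus be too small for that group and too large for the others.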

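At the same threshold, 24 genes were lower in atm1-1 than in Col-0 under mock treatment by edgeR, 142 were lower in atm1-1 with glucose than in mock, and 470 were lower with sucrose. In both directions together the counts were 31, 575 and 1030. The mock count of 31 fell when any library was left out, to 20, 20 and 16 without Col-0 mock replicates 1, 2 and 3 and to 15, 19 and 13 without atm1-1 mock replicates 1, 2 and 3. The glucose count of 575 was 365, 316 and 296 without atm1-1 mock replicates 1, 2 and 3 and 2105 without atm1-1 glucose replicate 1. The sucrose count of 1030 was 634, 553 and 497 without the same mock replicates, 369 without atm1-1 sucrose replicate 1 and 573 without sucrose replicate 3.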

**Fig. 5.**
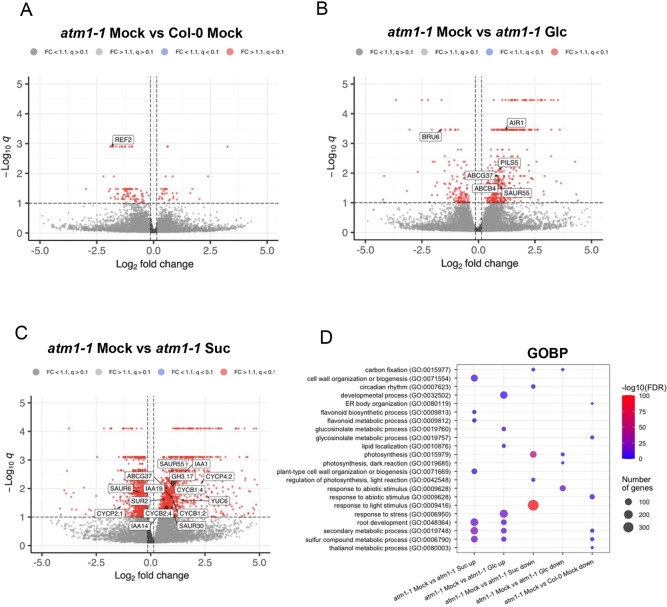
**Transcriptomic analysis of *atm1-1* revealed key biological processes.** (A-C) Volcano plots showing candidate differentially expressed genes (DEGs). (A) DEGs in *atm1-1* compared with Col-0 under mock treatment. (B) DEGs in *atm1-1* in response to glucose treatment. (C) DEGs in *atm1-1* in response to sucrose treatment. (D) Enriched Gene Ontology (GO) Biological Process (GOBP) terms among DEGs in *atm1-1* under different treatment conditions. The color depicts the significance of the enrichment [-log10(FDR)]. The circle size represents the number of genes linked to a specific GO term.

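Under mock treatment, REF2 (AT4G13770), labelled in Fig. 5A, was at 6.39 ± 4.03 CPM in atm1-1 and 21.6 ± 2.15 in Col-0 (SD, n = 3 each), a log2 fold change of −1.77 (SE 0.29, edgeR q = 0.00486). The largest falls among genes at q ≤ 0.1 with a mean log2 CPM of at least 1 that separated all 3 libraries of each group were in QQS (AT3G30720), LTP3 (AT5G59320) and CYP79F1 (AT1G16410). QQS fell by 5.19 on the log2 scale (SE 0.48, edgeR q = 9.23e-07), from 39.2 ± 5.20 CPM in Col-0 to 0.98 ± 1.01 in atm1-1, and CYP79F1 fell by 2.17 (SE 0.36, edgeR q = 0.00488). LTP3 fell by 2.86 (SE 0.64, edgeR q = 0.0923). With library size scaling its edgeR q was 0.111 and with limma it was 0.175 at a pseudocount of 1 and 0.174 at 0.1. Its edgeR q rose to 0.657 or 0.208 without Col-0 mock replicate 2 or 3 and to 0.484, 0.396 or 0.267 without atm1-1 mock replicate 1, 2 or 3. The largest rises among these genes were in AT3G05170 (3.28, SE 0.43, edgeR q = 0.000297), AT3G55890 (2.07, SE 0.44, edgeR q = 0.08) and AT3G02620 (1.64, SE 0.34, edgeR q = 0.0586). AT3G55890 passed q ≤ 0.1 in edgeR only with Col-0 mock replicate 1 (q = 0.46 without it), Col-0 mock replicate 3 (0.412) and atm1-1 mock replicates 1 (0.145), 2 (0.248) and 3 (0.182) included, and not with library size scaling (0.111). AT3G02620 lost its edgeR call without Col-0 mock replicate 2 (q = 0.319) or 3 (0.318) and without atm1-1 mock replicate 1 (0.208) or 3 (0.238).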

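AIR1 (AT4G12550) rose with sucrose from 44.9 ± 4.27 to 124 ± 23.7 CPM in atm1-1 (SD, n = 3), a log2 fold change of 1.46 (SE 0.19, edgeR q = 3.08e-05), and from 46.2 ± 3.34 to 103 ± 23.4 CPM in Col-0, a change of 1.15 (SE 0.19, edgeR q = 0.00116). AIR3 (AT2G04160) rose by 0.80 in atm1-1 (SE 0.18, edgeR q = 0.00922) and by 0.70 in Col-0 (SE 0.18, edgeR q = 0.049). In Col-0 its edgeR q was 0.226 without Col-0 mock replicate 1, 0.154 without mock replicate 2 and 0.226 without sucrose replicate 3. ABCG37 (AT3G53480) rose by 0.61 in atm1-1 (SE 0.22, edgeR q = 0.161) and by 0.43 in Col-0 (SE 0.22, edgeR q = 0.419), and passed the threshold in neither. In atm1-1 it did pass with library size scaling (edgeR q = 0.0725), without the filter on low counts (0.0145), in a fit of only the libraries compared (0.0182) and with limma at a pseudocount of 1 (0.0843) or 0.1 (0.0934). YDK1 (AT4G37390), labelled BRU6 in Fig. 5, fell from 23.9 ± 4.73 to 9.12 ± 1.41 CPM in atm1-1, a change of −1.40 (SE 0.26, edgeR q = 0.00251), and from 18.2 ± 4.14 to 8.90 ± 1.64 CPM in Col-0, a change of −1.04 (SE 0.26, edgeR q = 0.0502). The call of YDK1 in Col-0 was lost without mock replicate 1 (edgeR q = 0.29) or 3 (0.2), without sucrose replicate 1 (0.103) or 3 (0.251), with library size scaling (0.12) and with limma (0.165 at a pseudocount of 1 and 0.176 at 0.1). Of 80 SAUR genes, 56 were expressed highly enough to test. In atm1-1 with sucrose 29 of them were higher and 27 lower, with a median of 0.04, and edgeR called 1, and in Col-0 31 were higher and 25 lower, with a median of 0.07, and edgeR called 0 (limma's camera test of the set, adjusted p = 0.363 and 0.94). With library size scaling the direction of the camera test turned in Col-0.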

Sucrose-regulated auxin pathway genes in both WT Col-0 and *atm1-1* include numerous SMALL AUXIN UPREGULATED (SAUR) genes, *AUXIN-INDUCED IN ROOT CULTURES 1* (*AIR1*), *AIR3*, *PLEIOTROPIC DRG RESISTANCE 9* (*ABCG37*), and *YADOKARI* (*YDK1*) (Table S1). 

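YUC3 (AT1G04610) was at 2.75 ± 1.79 CPM in atm1-1 mock and 7.58 ± 1.49 in atm1-1 sucrose (SD, n = 3 each), with 122 and 336 counts over the 3 libraries of each group. Its log2 fold change was 1.44 (SE 0.40, edgeR q = 0.0473), and edgeR's q was 0.184 without atm1-1 mock replicate 2, 0.136 without sucrose replicate 1 and 0.163 without sucrose replicate 3. GH3.17 (AT1G28130) rose from 11.8 ± 0.921 to 21.0 ± 1.75 CPM, a change of 0.83 (SE 0.18, edgeR q = 0.00784), and stayed at q ≤ 0.1 with each of the 6 libraries left out in turn. The other four genes rose without passing the threshold. YUC6 (AT5G25620) changed by 1.22 (SE 0.49, edgeR q = 0.215), from 59 to 146 counts over 3 libraries, and YUC8 (AT4G28720) by 0.89 (SE 0.47, edgeR q = 0.389), from 64 to 129 counts. IAA19 (AT3G15540) changed by 0.84 (SE 0.30, edgeR q = 0.146) and passed with library size scaling (edgeR q = 0.0881). IAA29 (AT4G32280) changed by 0.51 (SE 0.25, edgeR q = 0.353) and passed in a fit of only the libraries compared (edgeR q = 0.0898).

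**Figure D1:**
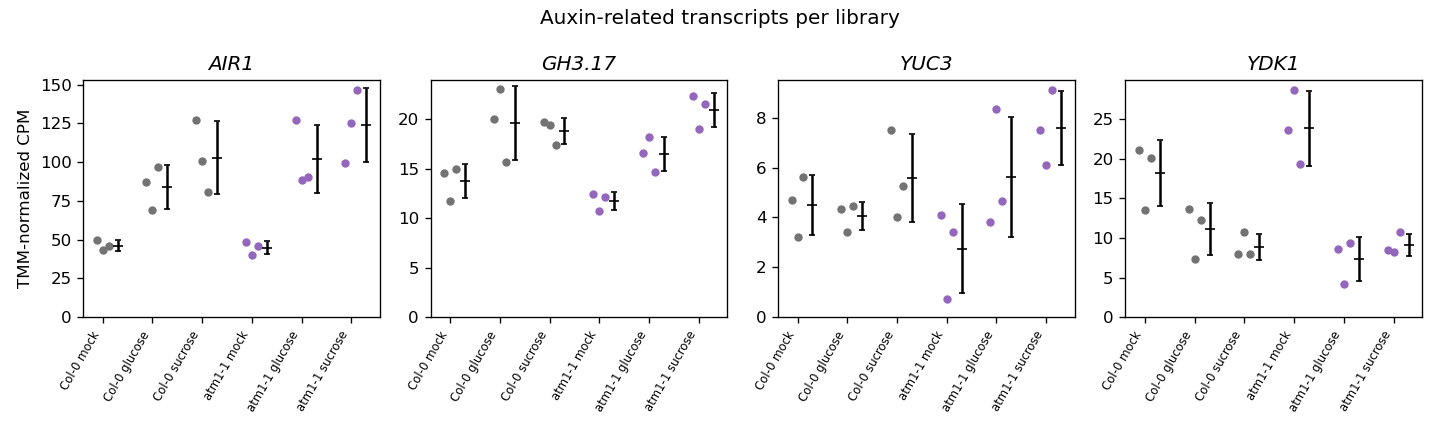
TMM-normalized CPM of AIR1, GH3.17, YUC3 and YDK1 in each library of Col-0 (grey points) and atm1-1 (purple points) under mock, glucose or sucrose, with black bars for mean ± SD (n = 3 per group). In atm1-1, AIR1 lies between 99.6 and 147 CPM with sucrose and between 40.2 and 48.5 in mock, while YUC3 in mock ranges from 0.71 to 4.09 CPM.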

Notably, in *atm1-1* several classical auxin marker genes are upregulated including *YUCCA 3*, *YUC6*, *YUC8*, *GRETCHEN HAGEN 3.17* (*GH3.17*), *IAA19* and *IAA29* (Fig. 5C; Table S1). These genes are not auxin-upregulated in the WT, suggesting that these gene expression events are due to specific sucrose-dependent cues in the absence of *ATM1*. In addition, these data also suggest that sucrose can both induce and repress many key auxin pathway genes, which is consistent with a previous study (Mishra et al., 2009).

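In Col-0 none of the 6 genes passed the threshold with sucrose. Their log2 fold changes were 0.45 for GH3.17 (SE 0.18, edgeR q = 0.248), 0.31 for YUC3 (SE 0.39, edgeR q = 0.787), 0.46 for YUC6 (SE 0.48, edgeR q = 0.739), 0.72 for YUC8 (SE 0.46, edgeR q = 0.532), 0.35 for IAA19 (SE 0.29, edgeR q = 0.655) and −0.26 for IAA29 (SE 0.25, edgeR q = 0.71). The sucrose response in atm1-1 minus that in Col-0 was positive for all 6, from 0.17 for YUC8 to 1.13 for YUC3. The interaction test did not separate the genotypes for any of them (edgeR q = 1 for each). The paper describes these genes as not auxin-upregulated in WT. From this it proposes that their rise in atm1-1 is due to sucrose-dependent cues where ATM1 is absent.

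**Figure D2:**
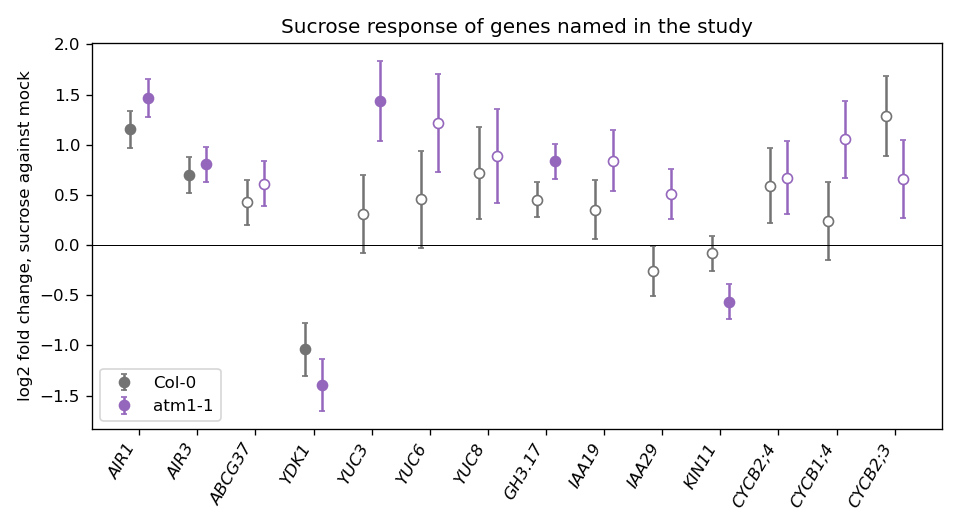
Log2 fold change with sucrose against mock (vertical axis, ± SE) of 14 genes named in the study, in Col-0 (grey) and atm1-1 (purple), filled where edgeR q ≤ 0.1 and open where not. YUC3 stands at 1.44 in atm1-1 and 0.31 in Col-0, and the bars of the 2 genotypes overlap for CYCB2;4 (0.67 and 0.59).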

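The paper names 26 distinct genes from these libraries in its text or Fig. 5A-C, apart from ATM1. In atm1-1 with sucrose 12 of them passed edgeR q ≤ 0.1 over all genes tested, and 25 when adjusted over the list alone. In Col-0 with sucrose the numbers were 4 over all genes and 10 adjusted over the list alone. The study chose the list on these samples, so the counts over the list alone are not independent evidence. Among the auxin pathway genes labelled in Fig. 5C, ABCB4 (AT2G47000) rose by 1.05 in atm1-1 with sucrose (SE 0.21, edgeR q = 0.00436), PILS5 (AT2G17500) by 0.82 (SE 0.16, edgeR q = 0.00355) and SAUR55 (AT5G50760) by 0.80 (SE 0.18, edgeR q = 0.0111). In Col-0 ABCB4 rose by 0.75 (SE 0.21, edgeR q = 0.0759), a call lost without Col-0 mock replicate 1 (edgeR q = 0.295) or 3 (0.309) or sucrose replicate 3 (0.55), or with the replicate number as a block (0.112). PILS5 and SAUR55 did not pass in Col-0 with sucrose. SAUR55 did pass there with library size scaling (edgeR q = 0.0759) and without Col-0 mock replicate 2 (0.0792). It also passed with DESeq2 (0.0654) and with limma (0.0764 at a pseudocount of 1 and 0.0821 at 0.1). SAUR6 (AT2G21210) fell by 0.68 in atm1-1 (SE 0.31, edgeR q = 0.296) and by 0.94 in Col-0 (SE 0.31, edgeR q = 0.147), within the threshold in neither. It passed without the filter on low counts in both (edgeR q = 0.00992 and 4.82e-05), in a fit of only the libraries compared in atm1-1 (0.0167) and without sucrose replicate 1 in Col-0 (0.0362).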

Next, to understand the major molecular processes that are significantly enriched in *atm1-1* upon sugar treatment, we performed gene ontology (GO) analysis. 

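Sets of genes were tested with limma's camera (preset correlation between genes of 0.01, Benjamini-Hochberg adjustment over 160 tests of 16 sets in 10 comparisons), since no GO annotation was held and the paper's enrichment was not repeated. RNA came from whole seedlings, so a set's change does not tell expression within a tissue from the share of that tissue. The paper reports root length differing with sugar and with genotype. Glucosinolate biosynthesis genes, a secondary and sulfur pathway, had 32 members tested. In atm1-1 they rose with glucose (median 0.53, 29 of 32 higher, camera adjusted p = 3.21e-09) and with sucrose (median 0.67, 29 of 32 higher, adjusted p = 8.95e-15 by limma's camera). In Col-0 they rose by less with glucose (median 0.25, 30 of 32 higher, camera adjusted p = 5.65e-06) and with sucrose (median 0.28, 25 of 32 higher, camera adjusted p = 0.00163). Under mock treatment 30 of the 32 were lower in atm1-1 than in Col-0 (median −0.71, camera adjusted p = 1.96e-23), and edgeR called 7 of them. REF2, also known as CYP83A1, is a member of this set. The 3 thalianol cluster genes, a root triterpene pathway, rose in atm1-1 by a median of 2.93 with glucose and 2.86 with sucrose and in Col-0 by 1.80 and 1.70, and in mock they were lower in atm1-1 (by −0.96 to −1.23, 3 of 3 lower, camera adjusted p = 1.8e-07). The 4 rises passed camera too (adjusted p = 7.5e-13, 3.6e-12, 1.42e-12 and 1.75e-08). Of these calls, fry and camera with an estimated correlation both kept all but 2. Glucosinolate genes in Col-0 passed fry for glucose (adjusted p = 0.0443) but not with the estimated correlation (0.0911), and for sucrose passed neither (0.063 and 0.227). Flavonoid genes (12 tested) were not called in atm1-1 with either sugar (limma's camera, adjusted p = 0.934 for glucose and 0.97 for sucrose).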

No significantly enriched GO terms were identified for control medium-treated *atm1-1*/WT plant DEGs, but GO terms such as root development, secondary metabolic process and sulfur compound metabolic process were enriched in sucrose- and glucose-treated *atm1-1* samples compared with mock-treated *atm1-1* seedlings, suggesting the essential role of sugar signaling in ATM1-mediated developmental processes (Fig. 5D). 

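Of 51 photosystem and antenna genes, all were lower in atm1-1 with sucrose than in mock and edgeR called 15 of them (median −0.46, camera adjusted p = 7.54e-19). With glucose 45 of 51 were lower and 1 was called (median −0.22, camera adjusted p = 2.37e-06). In Col-0, 49 of 51 were lower with sucrose and 6 were called (median −0.35, camera adjusted p = 3.19e-15), and 50 of 51 were lower with glucose and 0 were called by edgeR (median −0.24, camera adjusted p = 2.92e-10). All 18 Calvin cycle genes tested were lower in atm1-1 with sucrose and edgeR called 9 (median −0.53, camera adjusted p = 3.26e-10), and 16 of 18 were lower with glucose (median −0.43, camera adjusted p = 2.93e-06). In Col-0 with sucrose 17 of 18 were lower (median −0.44, camera adjusted p = 7.43e-08). Each of these sets also passed fry in those comparisons, and with an estimated correlation only photosystem genes in atm1-1 with sucrose did (adjusted p = 0.0432). Compared directly with sucrose, atm1-1 was lower than Col-0 in both sets (photosystem median −0.12, 36 of 51 lower, camera adjusted p = 0.0187, and Calvin cycle median −0.17, 14 of 18 lower, camera adjusted p = 0.00684). Neither result passed fry (adjusted p = 0.407 and 0.352) or an estimated correlation (0.588 and 0.461), and both were lost by camera without Col-0 sucrose replicate 1 (0.571 and 0.359) or atm1-1 sucrose replicate 1 (0.994 and 0.466). The difference between the genotypes in the sucrose response passed for neither set (camera adjusted p = 0.168 for photosystem and 0.222 for Calvin cycle genes). By camera, the photosystem genes did pass without Col-0 sucrose replicate 3 (adjusted p = 0.0334), atm1-1 mock replicate 1 (0.0175) or atm1-1 sucrose replicate 2 (0.0024), and the Calvin cycle genes without Col-0 sucrose replicate 3 (0.034) or atm1-1 sucrose replicate 2 (0.0118).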

Among the enriched GO terms in the downregulated DEGs for *atm1-1* plants fed with sugar molecules are carbon fixation, photosynthesis and response to light stimulus. These results suggest that besides exogenously applied sugars, light-mediated photosynthetic processes are essential for hormones biosynthesis and as carbon sources during ATM1-controlled cell proliferation.

### ATM1 activity is dependent on auxin-sugar signaling

Auxin is a central regulator of root growth, and the roles of multiple auxin biosynthesis, transport and signaling pathways have been implicated in *de novo* root organogenesis in plants (Casimiro et al., 2001; Lavenus et al., 2013; Mishra et al., 2022; Olatunji et al., 2017; Roychoudhry and Kepinski, 2022; Singh et al., 2020). Within the primary root, auxin levels in the QC and columella are associated with columella differentiation (Brumos et al., 2018; Ding and Friml, 2010). Because the transcriptomic analysis of *atm1-1* indicated sucrose-activated gene expression of auxin biosynthesis, metabolism and signaling genes (Fig. 5C; Table S1), and columella marker expression and divisions are altered in *atm1-1* (Fig. 4C,D), we asked whether loss of *ATM1* can impact auxin signaling in the RAM. To examine this *in vivo*, we crossed the previously described auxin response marker *DR5:GFP* (Friml et al., 2003) into *atm1-1*. 

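Of 11 YUCCA genes, which encode auxin biosynthesis enzymes, 5 were expressed highly enough to test, and all 5 were higher in atm1-1 with sucrose than in mock (median 1.22, camera adjusted p = 0.0076). The set passed fry (adjusted p = 0.0443) and not camera with an estimated correlation (0.207). In Col-0 4 of 5 were higher (median 0.46, camera adjusted p = 0.362), and the difference between the genotypes in the sucrose response did not pass (median 0.62, camera adjusted p = 0.0622, and 0.0165 without atm1-1 sucrose replicate 2). Of 27 Aux/IAA genes tested, 19 were higher in atm1-1 with sucrose and edgeR called 0 (median 0.15, camera adjusted p = 0.133). The list they come from was matched by name and also holds ARF loci. Of 10 GH3 genes tested, some of which encode enzymes that conjugate auxin, 6 were higher and 4 lower, with 1 called in each direction by edgeR (median 0.09, mean −0.07, camera adjusted p = 0.85). Leaving out single libraries did not change the call of the YUCCA set in atm1-1 with sucrose (camera adjusted p from 0.00268 to 0.0372).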

Confocal imaging of *DR5:GFP* in 5-day-old *atm1-1* roots revealed a significant reduction in auxin response with and without exogenous sugar application compared with WT (Fig. 6A,B), suggesting a downregulation of auxin signaling in the mutant under the experimental conditions tested. Collectively, these data indicate that the spatiotemporal regulation of auxin pathways is impaired in the absence of *ATM1* activity and that this response is linked to sugar during root development.

**Fig. 6.**
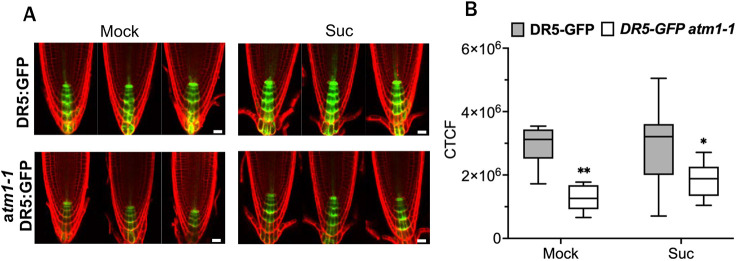
**Loss of *ATM1* alters auxin responses *in planta*.** (A) Expression of an auxin response marker line *DR5:GFP* in Col-0 and *atm1-1*. Roots of 5-day-old seedlings grown on 0.5× MS without or with 15 mM sucrose (Suc) were counterstained with propidium iodide. Red, propidium iodide; green, GFP expression. (B) Calculated corrected total cell fluorescence from *DR5:GFP* and *atm1-1 DR5:GFP* plants. *N*=8-10; *P<0.05, **P<0.01, two-way ANOVA and Tukey's multiple correction test. Box plots extend from 25th to 75th percentile; horizontal lines represent median; whiskers represent minimum to maximum values. Scale bars: 20 µm.

### Cell cycle activation is impaired in *atm1* roots

In addition to auxin marker genes being differentially expressed in *atm1-1*, many cell cycle genes were also induced in *atm1-1* in response to sucrose treatment (Fig. 5C), including B-type CYCLIN genes. 

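Of 30 A-, B- and D-type cyclin genes, 26 were expressed highly enough to test. In atm1-1 with sucrose 20 were higher and 6 lower than in mock, with a median of 0.29, and edgeR called 0 of them (limma's camera, adjusted p = 0.0594, and 0.0827 by fry). By camera the set passed without atm1-1 mock replicate 2 (adjusted p = 0.0113) or atm1-1 sucrose replicate 3 (0.0283). In Col-0 with sucrose 21 were higher and 5 lower, with a median of 0.30, and edgeR called 0 (limma's camera, adjusted p = 0.0241). That call was not kept by fry (adjusted p = 0.0608) or an estimated correlation (0.219), or by camera with library size scaling (0.0715). By camera it was also lost without Col-0 mock replicate 1 (adjusted p = 0.0509) or 3 (0.0514) and without Col-0 sucrose replicate 3 (0.134). The difference between the genotypes was centred at 0.00 (limma's camera, adjusted p = 0.931). CYCB1;2 (AT5G06150) rose by 0.87 in atm1-1 (SE 0.43, edgeR q = 0.355) and by 0.76 in Col-0 (SE 0.43, edgeR q = 0.454). CYCP4;2 (AT5G61650), a P-type cyclin gene, rose by 2.11 in atm1-1 (SE 0.65, edgeR q = 0.0775), from counts of 8, 15 and 0 in the 3 mock libraries to 50, 29 and 29 with sucrose. The call was lost without atm1-1 mock replicate 1 (edgeR q = 0.216) or 3 (0.251) and without sucrose replicate 1 (0.24), 2 (0.101) or 3 (0.176). CYCP2;1 (AT3G21870) changed by −1.49 (SE 0.62, edgeR q = 0.242).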

To verify whether cell cycle regulation is influenced by ATM1, we deployed nucleosides analog 5-ethynyl-2′-deoxy uridine (EdU) to label newly replicating DNA in the root meristems. Nuclear EdU staining is an ideal protocol to obtain information on S-phase cells within developing tissues (Echevarría et al., 2021). For effective investigation of cell cycle progression in *atm1-1* roots, we used 3-day-old mitotic quiescent seedlings grown under photosynthesis-constrained light conditions. These quiescent seedlings were treated with MS medium or with either glucose or sucrose for 24 h before *in situ* labeling of the roots with EdU. Under mock treatment, the EdU-labeled DNA in *atm1-1* was not significantly different from WT (Fig. 7A,B). Upon sugar exposure, the quantity of stained cells entry the S phase of cell cycle was significantly reduced in *atm1-1* compared with WT (Fig. 7A,B).

**Fig. 7.**
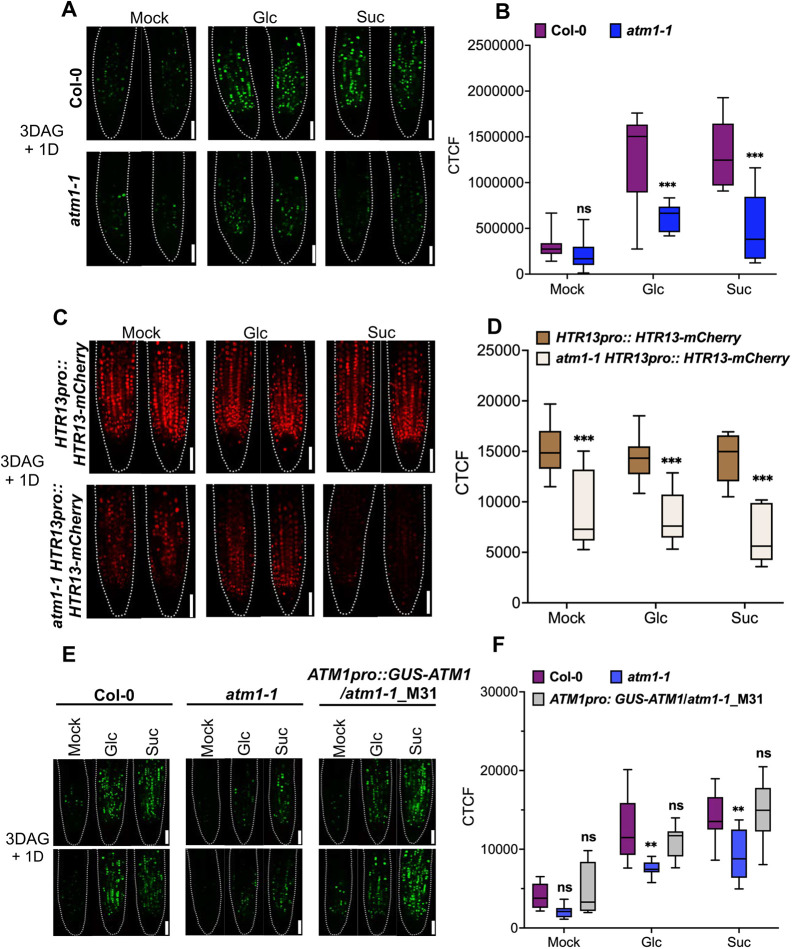
***atm1-1* is defective in S-phase entry of the cell cycle.** (A) EdU staining reveals a reduced number of proliferating cells in *atm1-1* root meristems. Quiescent 3-day-old Col-0 and *atm1-1* seedlings were treated with 0.5× MS (mock) or supplemented with either 15 mM glucose (Glc) or sucrose (Suc) and grown for an additional day at 15 µmol m^−1^ s^−1^ 12 h light/12 h dark conditions before EdU staining *in situ*. Dashed lines outline the root apical meristem. (B) Quantified average corrected total fluorescence (CTCF) in Col-0 and *atm1-1* under different treatment conditions. *N*=10; ns, not significant; ***P<0.001, two-way ANOVA and Tukey's multiple correction test. (C) The *HTR13pro::HTR13-mCherry* reporter from the PlaCCI line shows diminished expression in *atm1-1*. Dashed lines outline the root apical meristem. (D) Mean total mCherry fluorescence in plants expressing *HTR13pro::HTR13-mCherry*. *N*=9-10; ***P<0.001, two-way ANOVA and Tukey's multiple comparison test. (E) S-phase entry is restored in *ATM1pro::GUS-ATM1/atm1-1_M31* as shown by EdU staining *in situ*. Two representative images are shown in the top and bottom rows for each genotype and treatment. (F) CTCF in Col-0, *atm1-1* and *ATM1pro::GUS-ATM1/atm1-1_M31* under different treatment conditions. *N*=10; ns, not significant; ***P<0.01, two-way ANOVA and Tukey's multiple correction test. Box plots extend from 25th to 75th percentile; horizontal lines represent median; whiskers represent minimum to maximum values. Scale bars: 50 µm.

To further substantiate the role of ATM1 in control of cell cycle events, we crossed the previously described Plant Cell Cycle Indicator (PlaCCI) marker (Desvoyes et al., 2020) into *atm1-1*. The PlaCCI transgene contains three fluorescent markers to monitor cell cycle status, including *HTR13pro::HTR13-mCherry* that reveals cells in S or G2phase of the cell cycle. Compared with WT plants carrying *HTR13pro::HTR13-mCherry*, the expression of the HTR13-mCherry signal was significantly reduced in *atm1-1* RAM cells (Fig. 7C,D). We further examined the root meristem of the complemented lines to determine whether the competence of the *atm1-1* roots to undergo DNA replication is restored. Our results showed that the root meristem of the quiescent *ATM1pro: GUS-ATM1*/*atm1-1* seedlings labeled with EdU stain acquired the capacity to activate S-phase dynamics of the cycle when compared with WT plants root meristem (Fig. 7E,F). Taken together, these results suggest ATM1 plays a role in cell proliferation in the root meristem.

### TOR and HXK1 pathways are genetically linked to ATM1

Numerous sugars are known to control gene expression and cell proliferation in Arabidopsis, including sucrose, glucose, and trehalose-6-phosphate (Choudhary et al., 2022; Li et al., 2019; Wu et al., 2019; Xiong et al., 2013). Multiple pathways have been identified for sugar and energy sensing and signaling in plants, including TORC, HXK1 and SnRK1 (Artins and Caldana, 2022; Li and Sheen, 2016; Rolland et al., 2002; Smeekens and Hellmann, 2014). Given the defects in both glucose- and sucrose-induced root growth in *atm1-1* roots (Fig. 1), we wanted to determine whether any of these sugar-sensing pathways were impaired in *atm1-1*. In response to glucose, SnRK was inactivated via KIN10/11. In *atm1-1* seedlings, *KIN11* was repressed in response to glucose (Table S1), suggesting that SnRK signaling is normal in the mutant. 

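KIN11 (AT3G29160) was at 24.5 ± 2.32 CPM in atm1-1 mock, 20.2 ± 3.79 with glucose and 16.5 ± 1.32 with sucrose (SD, n = 3 each). The change with glucose was −0.28 (SE 0.17, edgeR q = 0.509) and did not pass the threshold in any of the alternatives or with any library left out. With sucrose it was −0.57 (SE 0.17, edgeR q = 0.0785). That call was lost with each library left out, with edgeR q of 0.248, 0.163 and 0.128 without atm1-1 mock replicates 1, 2 and 3 and 0.25, 0.116 and 0.248 without atm1-1 sucrose replicates 1, 2 and 3. It was also lost with library size scaling (0.275 by edgeR), without the filter on low counts (0.121), with the replicate number as a block (0.112), with the re-implemented PoissonSeq scheme (0.36, and 0.302 with the real labels left out of its null) and with limma (0.292 at either pseudocount). In Col-0 the changes were −0.16 with glucose (SE 0.18, edgeR q = 0.982) and −0.08 with sucrose (SE 0.17, edgeR q = 0.886).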

We therefore focused on TOR and HXK1 pathways for genetic analyses with *atm1-1*. We crossed the previously described *hxk1* mutant (Moore et al., 2003) into *atm1-1* to generate the *hxk1 atm1-1* double mutant. Because glucose and sucrose are important for re-activation of cell proliferation in the meristem, we analyzed the response of 3-day-old mitotic quiescent seedlings of *hxk1 atm1-1* to both sugars. WT root growth is re-activated in response to both glucose and sucrose, which is impaired in both *hxk1* and *atm1-1* (Fig. 8A,B). The *atm1-1 hxk1* double mutant is the same as both parental phenotypes (Fig. 8A,B). This result indicates that ATM1 and HXK1 are in the same pathway.

**Fig. 8.**
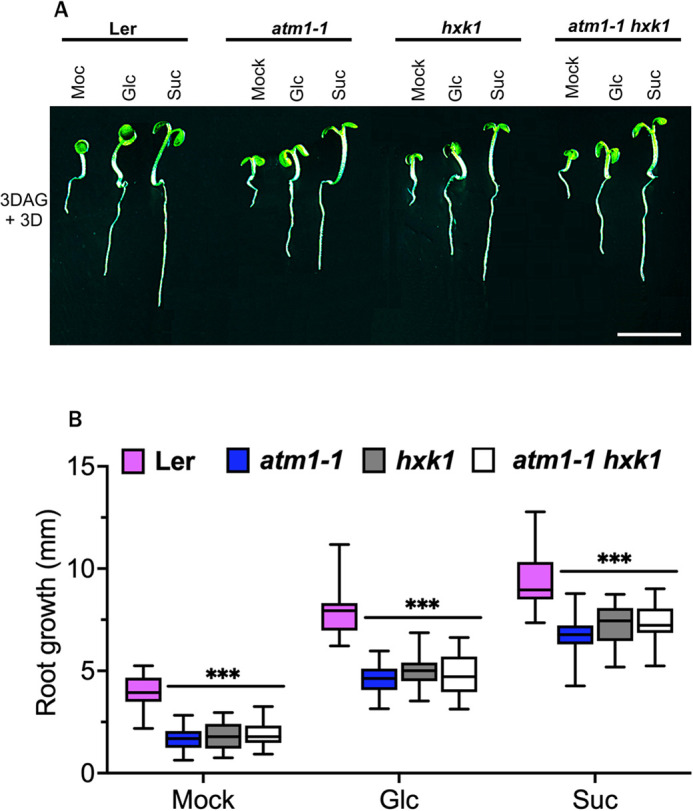
**Genetic analysis between *atm1-1* and *hxk1* indicates an epistatic interaction*.*** (A) Re-activation of root growth in 6-day-old wild-type (Ler), *atm1-1*, *hxk1-1* and *atm1-1 hxk1-1* seedlings in response to 0.5× MS medium (Mock) or medium supplemented with 15 mM glucose (Glc) or 15 mM sucrose (Suc) under 15 µmol m^−1^ s^−1^ 12 h light/12 h dark conditions. (B) Quantification of root growth across 3 days following Glc or Suc treatment in Ler, *atm1-1*, *hxk1-1* and *atm1-1 hxk1-1* seedlings. *N*=20; ***P<0.001, two-way ANOVA and Tukey's multiple comparison test. Scale bar: 1 mm.

Sugars are positive regulators of TOR kinase activity, and the role of glucose-TOR signaling has been implicated in transcriptional regulation of thousands of genes involved in nutrient/metabolic transport, cell cycle and anabolic processes (Dong et al., 2015; Xiong et al., 2013). Furthermore, blocking of TORC1 activity with chemical inhibitors has accelerated our understanding of the role of TOR kinase as a central integrator of phytohormones, sugars, nutrients and light signaling in plants (Cai et al., 2017; Li et al., 2017; Wu et al., 2019). To address the question of whether the TOR pathway is involved in the *atm1-1* root cell division defects, we investigated the ability of 3-day-old mitotic quiescent seedlings to restore root growth in the presence of sugars and a TOR kinase inhibitor, rapamycin. Under mock conditions, WT plants had significantly increased root growth compared with *atm1-1* (Fig. 9). In addition, root growth on glucose and sucrose was impaired in *atm1-1* compared with WT (Fig. 9A,B). In the presence of 10 µM rapamycin and sugar (either glucose or sucrose), *atm1-1* had diminished root development compared with WT and untreated *atm1-1* seedings (Fig. 9A,B). Thus, TOR activity can still be inhibited in *atm1-1* roots as assayed by rapamycin treatment. Next, we asked whether overexpression of TOR kinase in *atm1-1* background would be sufficient to restore the mutant short root growth. However, constitutive expression of TOR could not restore the stunted *atm1-1* root growth (Fig. 9C,D). Collectively, these results suggest that ATM1 is downstream of TOR signaling.

**Fig. 9.**
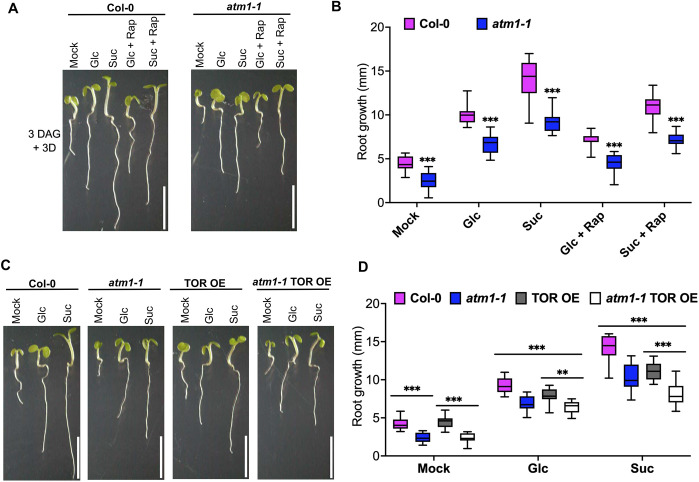
**Genetic interactions between TOR and ATM1.** (A) Inhibition of root growth re-activation in 6-day-old wild-type and *atm1-1* seedlings in response to 0.5× MS (mock) with or without 15 mM glucose (Glc) or sucrose (Suc) and in the presence of 10 µM rapamycin (Rap) under 15 µmol m^−1^ s^−1^ 12 h light/12 h dark conditions. (B) Quantification of root growth across 3 days following Glc, Suc and/or Rap treatment in Col-0 and *atm1-1* seedlings. *N*=16-18; ***P<0.001, two-way ANOVA and Tukey's multiple correction test. (C) Phenotypes of 6-day-old wild-type, *atm1-1*, TOR overexpression (TOR OE) and *atm1-1* TOR OE seedlings in response to 0.5× MS (mock) with or without 15 mM Glc or Suc under 15 µmol m^−1^ s^−1^ 12 h light/12 h dark conditions. (D) Evaluation of root growth in seedlings grown on 0.5× MS with/without Glc or Suc. *N*=16-18; **P<0.01, ***P<0.001, two-way ANOVA and Tukey's multiple correction test. Box plots extend from 25th to 75th percentile; horizontal lines represent median; whiskers represent minimum to maximum values. Scale bars: 5 mm.

## DISCUSSION

In recent years, tremendous progress has been made in plant-specific myosin research, particularly in the area of auxin and sugar-regulated developmental processes (Abu-Abied et al., 2018; Han et al., 2021preprint; Holweg, 2007; Holweg et al., 2003; Ojangu et al., 2018; Olatunji and Kelley, 2020). Spatiotemporal studies on myosin expression patterns have revealed the accumulation of myosin XI and VIII in numerous tissues such as flowers, inflorescences, stems, siliques and roots, suggesting that myosins are required for development at the whole plant level (Haraguchi et al., 2014; Park and Nebenführ, 2013). The use of the *Arabidopsis* root system has extensively aided our knowledge of the molecular and cellular mechanism controlling root development from initiation and patterning to emergence, wherein many key and previously unreported gene functions have been identified (Casimiro et al., 2003; Celenza et al., 1995; Péret et al., 2009; Torres-Martínez et al., 2022). In this study, we investigated how an auxin-regulated class VIII myosin, ATM1, controls plant root development. Here, a GFP transcriptional reporter indicates that *ATM1* is expressed in primary roots (Fig. 1A) as previously reported (Clark et al., 2019; Haraguchi et al., 2014) and in secondary roots (Fig. 1B,C), indicating that *ATM1* may play a role in root development. Furthermore, *ATM1* expression occurs in a gradient along the RAM that is reminiscent of the PLETHORA genes, which are known to positively regulate RAM renewal in response to auxin cues (Mähönen et al., 2014; Santuari et al., 2016). However, ATM1 is not known to be a target of PLT transcription factors (Santuari et al., 2016). Other transcription factor(s) may be important regulators of *ATM1* expression in the RAM, which may be determined in future studies.

Myosin proteins are known to have complex subcellular localization patterns that can include cytoskeletal associations with actin and/or microtubules, plasmodesmal and/or plasma membrane localizations, or at newly formed cell plate (Golomb et al., 2008; Kurth et al., 2017; Nebenführ and Dixit, 2018; Peremyslov et al., 2010; Ryan and Nebenführ, 2018). Myosins can also be associated with vesicular trafficking and move cargo within the cell (Perico and Sparkes, 2018; Ryan and Nebenführ, 2018; Titus, 2018). Here, we confirm that ATM1 is a plasma-localized protein *in vivo*, with strong accumulation in the stem cell niche of the RAM (Fig. 2A). In addition, we also confirmed that ATM1 is a PD-localized protein (Fig. S2) as previously reported (Haraguchi et al., 2014). These data suggest that ATM1 may function at the membrane/PD to influence cellular properties within developing roots. Notably, the ortholog of ATM1 in *P. patens*, Myosin VIII, has been shown to influence developmental transitions and phragmoplast guidance during cell division (Wu and Benzanilla, 2014; Wu et al., 2011). Thus, our work and previous studies together suggest that ATM1/Myosin VIII have a conserved role in positively regulating cell division properties *in planta*.

Root morphogenesis is generally activated by sugar molecules (Li et al., 2017; Xiong et al., 2013) generated in the shoot via photosynthesis. To investigate links between photosynthetically derived sugars and the *atm1-1* short root phenotype, we used previously described low light conditions (Li et al., 2019). Under depleting endogenous sugar conditions, the short RAM phenotype in *atm1-1* could be attributed to reduced uptake of exogenously applied sugar by the roots (Fig. 2B-E). The elevated GUS activity in *ATM1pro:GUS-ATM1* in the shoot apex, a region of active cell division, suggests that ATM1 plays a key role in regulation of cell proliferation in response to endogenous cues (Fig. S1A-D). The increased GUS-ATM1 activity in the shoot apex could be linked in part to sugar accumulation, as previous studies have shown that glucose and light control cell division at the shoot tip (Li et al., 2017). The use of non-metabolizable analogs of glucose and sucrose have been widely used to understand the role of sugar-mediated signaling pathway in plants (Cortès et al., 2003; Fernie et al., 2001; Gonzali et al., 2005). In addition, turanose insensitivity is associated with altered auxin homeostasis and altered expression of *WOX5*, a central organizer of the QC (Gonzali et al., 2005). To investigate the response of *atm1-1* roots to non-metabolizable sugars, the mutant and WT Col-0 were exposed to turanose, palatinose and 3-OMG. None of these non-metabolizable sugars significantly reactivated *atm1-1* root growth compared with WT. However, we cannot rule out the fact that the non-metabolizable sucrose isomer palatinose may act as a signaling molecule (Ramon et al., 2008), as it slightly stimulated shoot and root growth in *atm1-1* (Fig. 2F).

Moreover, the fact that *atm1-1* showed impaired root growth under normal photosynthetic conditions (Fig. 3C,D) corroborates the idea that the short root phenotype is due to defects in shoot-to-root sugar transport. In addition, the *atm1-1* short root phenotype can be complemented by a *ATM1pro::GFP-ATM1* transgene (Fig. 3B,D), which opens the door for future biochemical and imaging studies with this fluorescently tagged version of ATM1 expressed under a native promoter.

Studies have shown that altered sugar metabolism can cause a delay in distal stem cell differentiation (Pignocchi et al., 2021; Wang et al., 2018). Furthermore, exogenous application of sugars has been reported to restore delayed distal stem cell in several mutants, suggesting that there is a common regulatory pathway underpinning this process (Pignocchi et al., 2021; Racolta et al., 2014; Wang et al., 2018). Therefore, the diminished expression of the columella cell marker *PET111:GFP* in *atm1-1* grown in the presence of sucrose indicates that ATM1 modulates columella stem cell initial formation via a sugar-dependent pathway (Fig. 4C,D). In addition, we showed that sugar treatment (glucose or sucrose) completely reinstates the number of differentiated columella stem cells in *atm1-1* mutant, but not their cell size (Fig. 4E). Based on these findings, we propose that ATM1 plays an essential role in the proper division and maintenance of columella stem cell initials via a sugar-mediated pathway.

The interplay between sugar and auxin has been shown to influence diverse aspects of plant development including root architecture and growth (Mishra et al., 2009, 2022). 

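With glucose, YDK1 fell in atm1-1 by 1.69 on the log2 scale (SE 0.27, edgeR q = 0.000465), to 7.39 ± 2.77 CPM (SD, n = 3), and in Col-0 by 0.70 (SE 0.26, edgeR q = 0.548), to 11.1 ± 3.32 CPM. The YDK1 responses to glucose were not separated by the interaction test (difference −0.98, SE 0.37, edgeR q = 1). SAUR6 fell by 0.58 in atm1-1 (SE 0.31, edgeR q = 0.415) and by 0.78 in Col-0 (SE 0.31, edgeR q = 0.632). Its atm1-1 change passed without the filter on low counts (edgeR q = 0.0512) and without atm1-1 glucose replicate 1 (0.0271), and its Col-0 change without the filter (0.00318) and in a fit of only the libraries compared (0.0321). Other auxin genes labelled in Fig. 5 rose with glucose in atm1-1. PILS5 changed by 0.88 (SE 0.16, edgeR q = 0.00222), SAUR55 by 0.95 (SE 0.18, edgeR q = 0.00345) and AIR1 by 1.19 (SE 0.19, edgeR q = 0.000434). The transporter genes ABCB4 and ABCG37 changed by 0.91 (SE 0.21, edgeR q = 0.0191) and 0.89 (SE 0.23, edgeR q = 0.0352). The call of ABCB4 was lost without atm1-1 mock replicate 3 (edgeR q = 0.105). That of ABCG37 was lost without atm1-1 mock replicate 2 (0.149) or 3 (0.179) or glucose replicate 2 (0.159) or 3 (0.102), and in a fit of only the libraries compared (0.111 by edgeR).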

Previous work has demonstrated that exogenous application of sugars promotes auxin biosynthesis and auxin-regulated gene expression (Mishra et al., 2009, 2022; Sairanen et al., 2012) Here, the examination of glucose- and sucrose-regulated gene expression in WT and *atm1-1* seedlings revealed the downregulation of genes involved in auxin signaling, transport and catabolism in the presence of exogenously applied sugars (Fig. 5B,C). These expression data suggest that ATM1 is required for auxin homeostasis in seedlings, which is well-known to be required for RAM size and function. The diminished expression pattern of *DR5:GFP* in *atm1* (Fig. 6A,B) mimics that of auxin biosynthesis mutants with impaired auxin response (Brumos et al., 2018; Stepanova et al., 2008), indicating that ATM1 may be linked to auxin pathways in a sugar-dependent fashion because *DR5:GFP* was increased in *atm1-1* upon sugar supplementation. Although class XI myosins have been implicated in auxin responses, this is the first report linking a class VIII myosin to auxin-mediated root development (Abu-Abied et al., 2018; Han et al., 2021 preprint; Holweg, 2007; Holweg et al., 2003; Ojangu et al., 2018).

Previous studies have shown that cell proliferation in the root meristem is controlled by cell cycle events governed by transcription factors (Gutierrez, 2022; Li et al., 2017; Ornelas-Ayala et al., 2020; Sozzani et al., 2010; Xiong et al., 2013). Cell cycle progression from one phase to another is a tightly regulated process and requires mitogenic signals mainly at the G1/S and G2/M transitions (Desvoyes et al., 2020; Gutierrez, 2022). Sugars are potent mitogenic signals that mediate the progression of cell cycle from G1 to S phase (Li et al., 2017; Xiong et al., 2013). Here, using EdU staining, we provide previously unreported evidence on the role of ATM1 in the activation of S phase of the cell cycle during meristem formation in response to sugar cues (Fig. 7A,B). Similarly, we showed that the expression of H3.1-mCherry (an early S-phase marker in the PlaCCI line previously described by Desvoyes et al. (2020) was altered in *atm1-1* root meristems, indicating that ATM1 is a positive regulator of cell cycle progression in the RAM (Fig. 7C,D). In addition, we have observed that two B-type and one P-type CYCLIN (CYC) genes are elevated in *atm1-1* in response to sucrose treatment: *CYCB2;4*, *CYCB1;4*, *CYCB2;3*. 

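None of the 3 genes passed the threshold in atm1-1 with sucrose. CYCB2;4 (AT1G76310) changed by 0.67 (SE 0.36, edgeR q = 0.407), CYCB1;4 (AT2G26760) by 1.05 (SE 0.39, edgeR q = 0.162) and CYCB2;3 (AT1G20610) by 0.66 (SE 0.39, edgeR q = 0.462). CYCB1;4 had 95 counts over the 3 mock libraries and 210 with sucrose. It passed with limma (adjusted p = 0.0697 at a pseudocount of 1 and 0.0739 at 0.1) and without atm1-1 mock replicate 2 (edgeR q = 0.0498). In Col-0 CYCB2;4 changed by 0.59 (SE 0.37, edgeR q = 0.525), CYCB1;4 by 0.24 (SE 0.39, edgeR q = 0.845) and CYCB2;3 by 1.28 (SE 0.40, edgeR q = 0.123). CYCB2;3 passed in Col-0 with library size scaling (edgeR q = 0.0694), without the filter on low counts (0.0165), in a fit of only the libraries compared (0.0993), with DESeq2 (0.0632), with limma (0.0789 at a pseudocount of 1 and 0.0866 at 0.1) and without Col-0 sucrose replicate 1 (0.0772 by edgeR). Sucrose responses in atm1-1 minus Col-0 were 0.08, 0.81 and −0.63 for CYCB2;4, CYCB1;4 and CYCB2;3 (edgeR q = 1 for each).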

B-type cyclins control microtubule organizations during cell division in *Arabidopsis*, with *CYCB1;2* having established roles in root cytoskeletal regulation (Romeiro Motta et al., 2022). Furthermore, a drop in B-type CYCLIN expression levels is associated with promotion of cell cycle progression. Thus, *atm1-1* roots appear to have impaired sucrose-induced cell cycle progression as a result of persistent cyclin expression. Glucose-mediated activation of TOR kinase and subsequent phosphorylation of E2Fa (a cell cycle transcriptional activator) has been implicated in root meristem maintenance (Li et al., 2017). The inability of exogenously applied glucose to rescue the root meristem activity inhibited by rapamycin (a TOR Kinase potent inhibitor) or in *tor* mutant provides a link for TOR in sugar-mediated RAM development (Xiong et al., 2013). The additive effect of inactivation of TOR with rapamycin in *atm1* mutant may indicate a possible role of ATM1 in TOR-mediated root meristem maintenance, but this would require further research. Recently, TORC1 was shown to control energy levels to regulate actin cytoskeleton in *Arabidopsis* (Dai et al., 2022), providing previously unreported insights on how plants control energy situations.

Together, these results lead us to propose a working model (Fig. 10) whereby ATM1 positively influences RAM cell proliferation in a sucrose-dependent manner, downstream of TOR, which acts as part of a complex with RAPTOR and LST8. ATM1 is also likely downstream of HXK1, given the observed glucose defects in *atm1-1* roots and the genetic interactions between ATM1 and HXK1. Both of these developmental processes occur in response to two key growth cues, sugars and auxin. Loss of *ATM1* impairs root morphogenesis under low-light or low-sugar growth conditions, suggesting that sugar signaling may be linked to the activity of this particular myosin. In conclusion, our findings on the role of ATM1 in modulating root meristem cell cycle state and stem cell differentiation provide a missing link on the role of plant-specific class VIII myosins in plant growth and development.

**Fig. 10.**
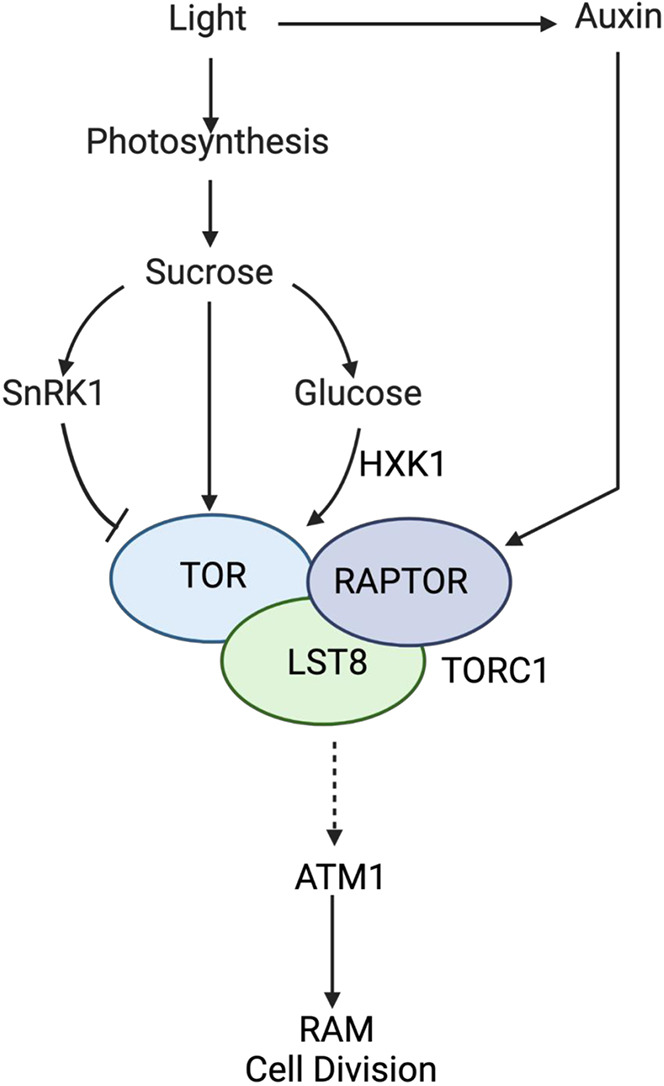
**Proposed framework for ATM1 function.** Under photosynthetic conditions, two shoot-derived growth cues, sucrose and auxin, are integrated by TORC1, which includes partner proteins RAPTOR and LST8. The glucose sensor HXK1 and sucrose sensor SnRK1 are also linked to sugar-sensing and TORC1 activity. ATM1 is downstream of these sugar-sensing pathways and is required for proper cell proliferation in the root. The dashed line represents an unknown molecular mechanism and/or factors in between sugar sensors and ATM1.

## MATERIALS AND METHODS

### Plant materials and growth conditions

All *Arabidopsis thaliana* plants used in this work were in the Columbia (Col-0) accession background except for *gin2-1*, an allele of HEXOKINASE 1, which is in Landsberg (Ler) background. T-DNA insertion mutant SAIL_405_B08 (*atm1-1*) was obtained from the *Arabidopsis* Biological Resource Center (ABRC; https://abrc.osu.edu/) and homozygous lines were identified by PCR using gene-specific primers (Table S2); this null allele has been described previously (Olatunji and Kelley, 2020). The fluorescent reporter lines used in this study were crossed into *atm1-1*, carried through the F3 generation and verified by PCR-based genotyping at each generation. This includes *WOX5:GFP* (Brady et al., 2007), *PET111:GFP* (Brady et al., 2007), TOR OE (Pu et al., 2017), *DR5:GFP* (Friml et al., 2003) and the PlaCCI line (Desvoyes et al., 2020).

Before planting, seeds were surfaced sterilized using 50% bleach and 0.01% Triton X-100 for 10 min and then washed five times with sterile water. Seeds were then imbibed in sterile water for 2 days at 4°C. The growth conditions used for experiments were 12 h white light/12 h dark at 22°C. The light intensity was 45 μmol m^−1^ s^−1^ except where otherwise stated.

For sugar-induced reactivation of root growth assays, sterilized seeds were incubated in sugar-free liquid medium 0.5× MS without vitamins (MSP01, Caisson), pH 5.7, for 2 days at 4°C, and then germinated in low light (15 μmol m^−1^ s^−1^, 12 h light/12 h dark, 22°C) for 3 days to enter a mitotically quiescent state as described previously (Li et al., 2019). The quiescent seedlings were then transferred to 0.5× MS medium supplemented with 15 mM glucose or 15 mM sucrose and incubated for three additional days in weak light (15 μmol m^−1^ s^−1^, 12 h light/12 h dark, 22°C) before root meristem and root growth analysis.

All primers used for cloning are listed in Table S2. To generate *ATM1pro::GFP-ATM1* and *ATM1pro::GUS-ATM1* constructs, a 4.5 kb genomic region upstream of the first annotated ATG in the *ATM1* gene was amplified using gene-specific primers and ligated into pENTR5′ (Addgene plasmid #27320) to create plasmid pDO#22 [pENTR5′-ATM1pro (4.5 kb)]. The GFP sequence without the stop codon was amplified from pEGAD/CD3-389 (Cutler et al., 2000) and cloned into the pDONR221 entry vector to create pDO#06 (L1-EGFP-L2). The GUS coding sequence was amplified from pMDC163 and cloned into entry clones pDONOR 221 and pDONOR P2R-P3 to create pDO#48 (L1-GUS-L2) and pDO#49 (R2-GUS-L3), respectively. To create the *ATM1pro::NLS-GFP-GUS* (pDO#86) construct, pEN-L1-NF-L2 (entry vector containing NLS-GFP sequences was obtained from VIB Ghent University) and pDO#49 (R2-GUS-L3) were recombined into pK7m34GW via LR Clonase reaction. A full-length *ATM1* genomic fragment (6950 bp) was amplified from the first start codon to the stop codon using gene-specific primers and inserted into pDONOR P2R-P3 entry vector via a BP Clonase reaction to create pDO#25 (R2-ATM1 FL-L3). The final constructs were created by cloning the entry clones into pK7m34GW destination vector using Multisite Gateway system to generate the expression clones: pDO#28 (*ATM1pro:GFP-ATM1*) and pDO#44 (*ATM1pro:GUS-ATM1*) which were individually transformed into chemically competent *Agrobacterium tumefaciens* strain GV3101 and used for the transformation of *Arabidopsis* plants by the floral dip method as previously described (Clough and Bent, 1998).

### Transient expression and plasmodesmal callose staining in *Nicotiana benthimiana*

For *A. tumefaciens*-mediated transient expression, overnight cultures of *A. tumefaciens* strain GV3101 harboring *ATM1pro: GFP-ATM1* (pDO#28) plasmid were centrifuged and adjusted to a desired bacterial density of 2×10^−1^ (A600) using sterilized water, and then infiltrated into the abaxial side into the fourth leaves of 5-week-old *N. benthamiana* leaves. Callose deposits at the PD were observed with Aniline Blue (0.01% in 1×PBS buffer, pH 7.4) 48 h post infiltration. Plasmodesmal deposits into the leaves were visualized 15 min after dye infiltration with the confocal microscope.

### EdU staining

EdU staining was carried out as previously described (Xiong et al., 2013). Briefly, surface sterilized seeds were imbibed in sugar-free liquid medium [0.5× MS without vitamins (pH 5.7)], for 2 days at 4°C and subsequently grown under weak light intensity (15 μmol m^−1^ s^−1^, 12 h light/12 h dark, 22°C) for 3 days in a Percival growth chamber to enter a mitotically quiescent state. The quiescent seedlings were transferred into 0.5× MS medium supplemented with 15 mM glucose or 15 mM sucrose for 1 day before EdU staining. Seedlings were stained with 1 μM EdU for 30 min and then fixed for 30 min in 3.7% formaldehyde solution in PBS solution with 0.1% Triton X-100. After the fixative removal, the seedlings were washed three times for 10 min with PBS solution. The washed seedlings were then incubated in EdU detection cocktail (Invitrogen) for 30 min at room temperature in the dark, followed by PBS solution washing three times (10 min each). The root meristems of fixed seedlings were observed using a Zeiss LSM 700 confocal microscope.

### Lugol staining

Five-day old seedlings germinated on 0.5× MS plates containing 15 mM glucose or 15 mM sucrose were incubated in a root cap fixative solution [5% (w/v) formaldehyde, 5% (v/v) acetic acid, and 25% (v/v) ethanol] for 24 h and then briefly stained with Lugol solution for 30 s. Fixed and stained roots were mounted onto microscopic slides and cleared with chloral hydrate:glycerol:water (8:3:1 ratio) before imaging with the Thunder Imaging Systems Microscope (Leica).

### Histological GUS staining

Plant tissues were initially fixed in 90% acetone at −20°C for 30 min. Samples were stained with GUS staining solution [0.5 mM ferrocyanide, 0.5 mM ferricyanide, 25 mg 5-bromo-4-chloro-3-indotyl β-D-galactopyranoside sodium salt (X-Glc; Sigma-Aldrich) dissolved in 0.5% (v/v) dimethylformamide (DMF), 500 mM potassium-phosphate buffer (pH 7.2) buffer, 0.5 mM EDTA (pH 8) and 0.5% (v/v) Triton X-100], vacuumed for 10-40 min, followed by incubation in the dark at 37°C. Staining solution was washed off by rinsing tissue in potassium phosphate buffer. Tissues were fixed in 3:1 ethanol/acetic acid for 3 h, thereafter cleared in a 50% ethanol and in chloral hydrate:water:glycerol (8:2:1, w/v/v) for 24 h before imaging using a Leica M165 FC fluorescence stereomicroscope equipped with a DMC4500 digital camera.

### Transcriptomic and GO enrichment analyses

Total RNA was extracted from 5-day old Col-0 and *atm1-1* seedlings grown on 0.5× MS media supplemented with 15 mM glucose, 15 mM sucrose or no sugar (‘mock’); three biological replicates per genotype and treatment were collected. Total RNA was extracted using Trizol reagent followed by column clean up with a Zymo Direct-zol RNA purification kit. RNA quality was measured using a Bioanalyzer. Total RNA concentrations were determined using a NanoDrop and Qubit. QuantSeq 3′ mRNA libraries were prepared using the Lexogen 3′ mRNA-seq FWD kit and sequenced on an Illumina HiSeq 3000 as 50 bp reads. QuantSeq reads were mapped to the TAIR10 genome and differential gene expression analysis was performed using PoissonSeq implemented in R (Li et al., 2019). Raw QuantSeq data are deposited at GEO with accession GSE200917. Transcripts with a *q*-value ≤0.1 were assigned as differentially expressed. GO enrichment analysis was performed in PANTHER using the *A. thaliana* reference genome with a Fisher's Exact test type and a false discovery rate correction and GO terms with corrected *P*-value less than 0.05 were considered significantly enriched. GO terms enrichment for biological process was conducted using REVIGO (Supek et al., 2011) with a stringent dispensability cut-off (*P*-value<0.05) and were plotted with an R script (Bonnot et al., 2019).

### RT-PCR

All primers used for PCR assays are listed in Table S2. Total RNA extracted from 5-day-old whole seedlings was purified as described above and 1 µg of total RNA was used for cDNA synthesis using the LunaScript RT SuperMix Kit (New England Biolabs) according to the manufacturer's instruction. For RT-PCR, gene-specific primers were used to amplify the target sequences for 35 cycles. PCR products were separated on 2% agarose gel.

### Confocal microscopy

Zeiss laser scanning microscope (LSM) 700 was used for confocal imaging. For confocal imaging of the RAM, roots were stained with either propidium iodide (PI) or EdU. Fluorescent signals were excited with the following laser lines: GFP (488 nm) and PI (555 nm). The signals were then collected with the following emissions: GFP (555 nm) and PI (640 nm). Zeiss LSM 780 was used for imaging of *HTR3pro::HTR3-mCherry* expression from the PlaCCI transgene. The mCherry fluorescence excitation and emission used in this study was 610 nm and 580-610 nm, respectively.

### Statistical analysis

GraphPad Prism Software, version 9.3.1 was used for statistical analysis, using two-way ANOVA and Tukey's multiple comparison test. The experiments were performed at least in duplicates, but only the data from one representative experiment is shown.

## Supplementary Material

Click here for additional data file.

10.1242/develop.201762_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

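RNA from whole seedlings of Col-0 and atm1-1, grown for 5 days under mock treatment or with 15 mM glucose or 15 mM sucrose, was sequenced as QuantSeq 3′ libraries. Each of the 6 groups had 3 libraries. The authors mapped the reads to TAIR10 and deposited raw counts per gene for each of the 18 libraries. The authors also deposited a table of signal values, which are the counts scaled to a common library size of 13481521, the geometric mean of the 18 totals. Its name refers to TMM, but no TMM factor is visible in it. For 75 genes with a mean count above 20000, the deposited value divided by count × common size / library total lay between 0.99992 and 1.0001, while the TMM factors of the libraries ranged from 0.857 to 1.13. The annotation release used for counting was not found in the paper's text or the labels.

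Counts were used for the main tests and the scaled table only for limma. The table has 32832 genes, of which 32547 matched a locus of the reference annotation, and the other 285 are chloroplast or mitochondrial genes with no counts. Locus identifiers are given without coordinates, since the reference held is TAIR10.1.

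Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were filtered with filterByExpr over the 6 groups, normalized by TMM and fitted by glmQLFit in a model of 6 groups. There were 10 comparisons. They were atm1-1 against Col-0 within each treatment, each sugar against mock within each genotype, the difference between the genotypes in each sugar response, and atm1-1 against Col-0 averaged over the treatments. p-values were adjusted by the Benjamini-Hochberg method within each comparison. The SE of a log2 fold change is its size divided by the square root of the F statistic. The 18 libraries held 9450790 to 20256309 counts. Confidence intervals for ratios of low counts cover 95% and, like the floor of 3 counts used for a group at 0, describe counting error only.

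Genes were named by a rule. It covers every gene the paper names from these libraries in its text or in Fig. 5A-C, whose labelled values had been seen, and the 3 largest rises and 3 largest falls of each comparison. The latter had q ≤ 0.1, a mean log2 CPM of at least 1 over the 18 libraries and the same direction in every pair of libraries compared.

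Sets of genes were tested with limma's camera on log2 CPM with a prior count of 2, at an adjusted p of 0.05. The 16 sets were photosystem and antenna, Calvin cycle, glucosinolate biosynthesis, thalianol cluster, ER body, flavonoid biosynthesis, cyclin (types A, B and D), DNA replication, SAUR, Aux/IAA, GH3, YUCCA, morning clock, evening clock, sugar-repressed and sugar-induced genes. They were matched by symbol or synonym in the reference tables. Some matches are doubtful and were left in. CHI matched AT2G43570, PAP1 matched AT2G27190, SAUR21 matched AT5G01830, DRM1 of the sugar-repressed genes matched AT5G15380, and IAA21, IAA22 and IAA24 matched the ARF loci AT5G20730, AT1G19220 and AT1G19850.

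The alternatives tried were RLE normalization in edgeR, library size scaling, no filter on low counts (all genes with at least 1 count), at least 10 counts in every library, DESeq2, limma on the log2 of the scaled table with a pseudocount of 1 or 0.1, a fit of only the groups compared, a threshold of 0.05, a fold change over 1.1 as drawn in Fig. 5, the replicate number as a block, leaving out each library in turn, and a re-implementation of the PoissonSeq scheme. For the sets, fry and an estimated correlation between genes were tried.

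The tools were tested on simulated data in which 67 genes changed 1.5-fold, 67 changed 2-fold and 66 changed 4-fold in 1 comparison. edgeR recovered 8.96%, 55.2% and 75.8% of them, and 15 of its 108 calls were unchanged genes. DESeq2 recovered 16.4%, 67.2% and 80.3%, with 34 of 143 calls unchanged, and limma 8.96%, 53.7% and 77.3%, with 13 of 106. In a simulated comparison without changed genes edgeR made 1 call. The PoissonSeq re-implementation recovered 0%, 0% and 1.52%.

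PoissonSeq itself and the GO enrichment of the paper were not run. Table S1 and the experiments without sequencing data were not analysed here.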

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

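The tests of distance from ATM1, of chromosome 3, of swapped or wrong labels, of genes apart in 9 against 9 libraries and of seed transcripts were chosen only after the result was seen, and the tests of depth, of GC content and length, of shared sequence and of other splits of the libraries were planned.

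Averaged over the 3 treatments, 174 genes differed between atm1-1 and Col-0 at edgeR q ≤ 0.1, a comparison the paper does not report. Of these, 51 were higher and 123 lower in atm1-1. The count was 618 without atm1-1 glucose replicate 1, 94 without atm1-1 mock replicate 1, 83 without atm1-1 mock replicate 3, 112 and 99 without atm1-1 sucrose replicates 2 and 3, 98 without Col-0 glucose replicate 1 and 89 without Col-0 mock replicate 3. Chance can be excluded, since the real split of the libraries gave 174 genes and the highest of the other splits drawn gave 35.

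Library depth is argued against as the whole cause, since 144 of the 174 genes were also called with every library thinned to the lowest total, where 186 were called in all. Trends on GC content and gene length are argued against likewise, since 164 of the 174 were called with these removed. A swap of labels between the genotypes among the sugar libraries is argued against, since in a score over the genes called in mock, made to be higher in atm1-1 by the mock libraries alone, atm1-1 was lower in 0 of 36 pairs of an atm1-1 and a Col-0 sugar library (atm1-1 at 0.0546 or higher, Col-0 at −0.558 or lower). A swap of all sugar labels would put it lower in each pair, unless sugar reverses these genes. A single library under the label of the other genotype is argued against as well. The sugar libraries were scored over the 31 genes called in mock and the mock libraries over 13 genes called with glucose or sucrose, and all 18 lay at least 4.26 SD from the mean of the other genotype's libraries in the same score, sugar against sugar and mock against mock (SD of those libraries). Against the means of the mock libraries 3 of the 12 sugar libraries, all of them atm1-1, lay nearer Col-0. A library from outside the study is not excluded, nor is a swap of all 18 labels, which these scores cannot show.

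Variants within 1.5 Mb of ATM1 that act only on the genes they lie in do not account for 169 of the 174 genes. Those 169 lie farther away or on other chromosomes in TAIR10.1. The 5 within 1.5 Mb are 0.838% of the 597 tested there, against 0.886% elsewhere (Fisher's exact test, two-sided, p = 1), which leaves single genes open. Variants elsewhere on chromosome 3 cannot be told apart from an effect of the mutation. Those on other chromosomes were not tested and stay open too. Of the called genes 14.9% lie on chromosome 3, against 19.6% of those tested (Fisher's exact test, two-sided, p = 0.125), yet among genes with a mean log2 CPM of at least 1 the 3 largest rises and QQS, the largest fall, are all on it. Below that level AT2G04885, on chromosome 2, fell by 5.19. A difference between the genotypes through loss of ATM1 stays open and was not tested.

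Over all treatments, among genes at edgeR q ≤ 0.1 with a mean log2 CPM of at least 1, the largest rises in atm1-1 were AT3G05170 at 3.69 (SE 0.25, edgeR q = 5.7e-10), AT3G02620 at 2.33 (SE 0.19, edgeR q = 2e-08) and AT3G55890 at 1.72 (SE 0.24, edgeR q = 0.000289). The largest falls among these genes were QQS at −4.94 (SE 0.27, edgeR q = 8.59e-12), CYP79F1 at −1.80 (SE 0.19, edgeR q = 3.42e-06) and AT1G54860 at −1.67 (SE 0.30, edgeR q = 0.00475). The paper discusses none of these 6 genes. No left-out library took any of these 6 calls away, and no alternative that tested them did. The filter of at least 10 counts in every library removed AT3G05170, AT3G55890, QQS and AT1G54860, and the PoissonSeq re-implementation was not run for this comparison.

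In all, 15 of 19679 genes had every atm1-1 library on one side of every Col-0 library, where chance gives 0.81 if genes vary independently. Of the 24310 splits of the libraries into 9 and 9, 50 had as many genes apart, the real one included, and the highest of the others had 90. With 1 library moved to the other genotype the count was 21 for Col-0 glucose replicate 2, 17 for atm1-1 mock replicate 2 and 8 or fewer for each of the others. Of the 15 genes, 4 were singled out after their values were seen, and AT2G04885 among them is outside the rule for named genes. QQS was at 0.176 to 2.16 CPM in atm1-1 and 20.8 to 58.7 in Col-0, AT2G04885 at 0 to 0.641 and 5.34 to 12.8, AT3G05170 at 5.59 to 15.7 and 0.267 to 1.71, and AT3G02620 at 4.72 to 23.8 and 1.07 to 2.94. Reads shared with near-identical copies are argued against for the 4 genes as a group, since 54 of 1769 words of 50 bases from their last 500 bases occur elsewhere in the genome. All 54 are in AT3G02620.

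With sucrose in atm1-1, the largest changes among genes with a mean log2 CPM of at least 1 were in genes outside those the paper discusses. CRA1 (AT5G44120) rose by 7.10 (SE 0.65, edgeR q = 3.21e-07), AT4G11393 by 6.80 (SE 0.64, edgeR q = 4.01e-07) and CRU3 (AT4G28520) by 6.65 (SE 0.74, edgeR q = 5.78e-06). AT1G54860 fell by 3.92 (SE 0.55, edgeR q = 0.000101), AT1G03106 fell by 2.59 (SE 0.44, edgeR q = 0.000768) and AT1G54870 fell by 2.31 (SE 0.35, edgeR q = 0.000264). CRA1 passed in every alternative that tested it, and the other five were lost only under the PoissonSeq re-implementation. The filter of at least 10 counts in every library removed CRA1, AT4G11393, CRU3 and AT1G54860. In Col-0 the same genes changed by 6.34, 6.82, 7.99, −3.48, −2.63 and −3.40. AT4G11393 had 282 counts with sucrose and 2 in mock in atm1-1, a ratio of 145 (95% counting interval 39.8 to 1200), and 337 and 2 in Col-0, a ratio of 140 (38.6 to 1160). CRU3 had 1062 and 3 in Col-0, a ratio of 295 (101 to 1430).

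CRA1 and CRU3 encode seed storage proteins, so RNA left from seeds or seed coats is a candidate explanation. The median of 7 other seed transcripts tested, of 12 listed, was 2.64 in atm1-1 with sucrose. Of the 7, 6 were called higher, with OLEO1 at 6.64, OLEO2 at 3.78, EM1 at 2.64, GEA6 at 2.32 and PER1 at 2.15. SESA2 had 26 counts with sucrose and 0 in mock, at least 8.92-fold higher against a floor of 3 counts over the group, and with SESA2 at that bound the median is 2.64. M17 (AT2G41260) was at −0.55. With glucose it fell by 2.29 in atm1-1 and by 2.60 in Col-0, and with sucrose it fell by 2.12 in Col-0 (edgeR q = 0.0217, 0.0115 and 0.0276), and this fall was seen before the list was written. OLEO2, GEA6, M17 and PER1 had 102, 152, 815 and 146 counts in atm1-1 mock, so seedlings without sugar also hold them. The other 5 were not tested, and CRU2, SESA4 and AT1G03890 had 0 counts in both groups. Left-over seed RNA and a response of the seedlings to sugar cannot be told apart with these libraries, since the fall of M17 did not pass in this comparison and the markers that rose may also respond to sugar in seedlings.

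Sets of genes differed between the genotypes in their sugar response by limma's camera. In the glucose response, atm1-1 minus Col-0, the median was 1.14 for thalianol cluster genes (3 of 3 higher, camera adjusted p = 2.13e-06), 0.24 for glucosinolate genes (23 of 32 higher, camera adjusted p = 0.0103), 0.78 for YUCCA genes (5 of 5 higher, camera adjusted p = 0.0157), −0.26 for DNA replication genes (18 of 24 lower, camera adjusted p = 0.0389) and −0.66 for sugar-induced genes (3 of 4 lower, camera adjusted p = 0.0103). GPT2, the one sugar-induced gene higher, had 0 counts in atm1-1 mock, so the size of its change is not given. In the sucrose response the median was 1.24 for thalianol cluster genes (3 of 3 higher, camera adjusted p = 7.43e-08) and 0.46 for glucosinolate genes (25 of 32 higher, camera adjusted p = 1.85e-09).

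The thalianol results in both sugars and the glucosinolate result in sucrose also passed fry and an estimated correlation, and no left-out library removed them. The glucose result of the glucosinolate genes did not pass fry (adjusted p = 0.352, 0.00628 to 0.352 over the alternatives other than leaving out a library) and was lost by camera without atm1-1 glucose replicate 1 (adjusted p = 0.287), atm1-1 mock replicate 1 (0.0827) or 3 (0.0917). That of the YUCCA genes did not pass fry (0.218, 0.00664 to 0.238 over the same alternatives) and was lost by camera without Col-0 glucose replicate 3 (0.0835), Col-0 mock replicate 3 (0.078), atm1-1 glucose replicate 1 (0.166) or atm1-1 mock replicate 2 (0.059).

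The DNA replication result did not pass fry (adjusted p = 0.113, 0.0414 to 0.184 over the same alternatives) and was lost by camera without Col-0 glucose replicate 1 (0.0546) or 2 (0.0644), Col-0 mock replicate 1 (0.189) or 2 (0.0739), atm1-1 glucose replicate 1 (0.12), 2 (0.0795) or 3 (0.0574) or atm1-1 mock replicate 2 (0.123). The sugar-induced result did not pass fry (adjusted p = 0.0824, 0.00616 to 0.112 over them) and was lost by camera without Col-0 glucose replicate 1 (0.159), Col-0 mock replicate 1 (0.101) or 2 (0.0613), Col-0 sucrose replicate 2 (0.0529), atm1-1 glucose replicate 1 (0.0993), 2 (0.0947) or 3 (0.0585), atm1-1 mock replicate 1 (0.0578), 2 (0.0624) or 3 (0.0694) or atm1-1 sucrose replicate 1 (0.0542).

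In mock, 3 of 3 thalianol genes, 30 of 32 glucosinolate genes and 5 of 5 YUCCA genes (median −0.42, camera adjusted p = 0.105) were lower in atm1-1, and 18 of 24 DNA replication genes were higher (median 0.28, camera adjusted p = 9.23e-05). That comparison and the differences in response use the same mock libraries. In simulated unchanged groups they had an r of −0.702 for glucose and −0.712 for sucrose across genes, so for these 4 sets the difference in mock and the opposite difference in response are not separate results. The sugar-induced result shares its glucose libraries with the comparison of the genotypes with glucose in the same way. With glucose, the DNA replication genes did not pass between the genotypes (median 0.03, 13 of 24 higher, camera adjusted p = 0.472), nor did the YUCCA genes (median 0.45, 5 of 5 higher, camera adjusted p = 0.195), which passed without atm1-1 glucose replicate 2 (0.01) or atm1-1 mock replicate 2 (0.049). With sugar, the difference of the thalianol genes between the genotypes did not pass (median 0.18, camera adjusted p = 0.47 with glucose, and median 0.28, camera adjusted p = 0.277 with sucrose), though without Col-0 sucrose replicate 1 they did with sucrose (camera adjusted p = 0.00393). Glucosinolate genes were lower in atm1-1 than in Col-0 with glucose (median −0.52, 26 of 32 lower, camera adjusted p = 4.35e-10), with sucrose (median −0.26, 26 of 32 lower, camera adjusted p = 0.000215) and over all treatments (median −0.54, 32 of 32 lower, camera adjusted p = 4.91e-20). The sucrose result did not pass fry or an estimated correlation, and the others passed both. Library size scaling kept the direction of all these set results. No other technical explanation was tested for the sets. In whole seedlings, expression within a tissue is not told apart from the share of root or shoot tissue. An effect of the genotype stays open.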

How the results depend on the processing

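The PoissonSeq version with the real labels left out of its null was chosen only after the result was seen, and the other alternatives were set before the data were examined.

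Counts of genes changed varied with the processing, and no named gene's result past the threshold in either run changed its direction. Among the sets, photosystem genes were lower in atm1-1 than in Col-0 with sucrose (camera adjusted p = 0.0187). Their direction turned without atm1-1 sucrose replicate 1 (camera adjusted p = 0.994). Among named genes' results that passed in neither run, the sign changed in 3 with DESeq2, 9 with library size scaling, 16 with limma and a pseudocount of 0.1 and 208 of 3762 with single libraries left out. Without the filter on low counts the counts were 107 for atm1-1 against Col-0 in mock (main 31), 1073 for glucose in atm1-1 (575), 245 for glucose in Col-0 (109), 921 for sucrose in Col-0 (421), 100 and 97 for the genotypes compared with glucose and with sucrose (10 and 9), 14 and 21 for the differences between the genotypes in the glucose and sucrose response (0 and 0 by edgeR, with 750 and 558 genes at an unadjusted p under 0.05) and 545 over all treatments (174). With at least 10 counts in every library they were 19 in mock and 4 and 1 for the genotypes compared with glucose and sucrose, where fewer genes were tested. DESeq2 gave 84 in mock, 870 and 194 for glucose in atm1-1 and Col-0, 780 for sucrose in Col-0, 39 and 25 for the genotypes compared with glucose and sucrose, 8 and 5 for the differences in response and 393 over all treatments.

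With only the groups compared in the fit, the counts were 96 in mock, 171 and 220 for glucose in atm1-1 and Col-0, 1806 for sucrose in atm1-1 and 5 for the genotypes compared with glucose. A threshold of 0.05 gave 16 in mock, 342 for glucose and 598 for sucrose in atm1-1, 212 for sucrose in Col-0, 5 for the genotypes compared with sucrose, 81 over all treatments and an overlap of the sugars in atm1-1 of 234 (main 405). limma with a pseudocount of 0.1 gave 6 and 5 for the genotypes compared with glucose and sucrose and 1 and 1 for the differences in response, and library size scaling gave 5 for the genotypes compared with sucrose. Of the 160 set tests 48 passed by camera, 35 by fry and 16 with an estimated correlation. RLE normalization and a fold change over 1.1 kept every count within 1.5 times. Library size scaling changed the share of higher genes among those that differed between the genotypes with sucrose from 44.4% to 60%. Apart from the smaller number of genes or the stricter threshold, the cause was not tested.

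The PoissonSeq scheme gave 3 in mock, 0 and 22 for glucose and sucrose in atm1-1, 8 and 1 in Col-0 and 0 and 0 for the genotypes compared with glucose and sucrose. At an unadjusted p under 0.05 the counts of 0 stood beside 1780, 1074 and 1172 genes. With the real labels left out of the null it gave 5, 37, 174, 53, 36, 0 and 0 in the same order, the last with 1068 and 1177 genes at an unadjusted p under 0.05. In simulated data with little extra spread (dispersion 0.005) these versions recovered 3.03% and 22.7% of genes changed 4-fold, so their counts say little about the tool the paper used. With the real labels in the null, no q could fall far below the threshold of 0.1 (lowest 0.0807), so calls lost there are largely fixed by the scheme.

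Leaving out single libraries gave 13 to 20 genes in mock, 296 to 2105 for glucose and 369 to 761 for sucrose in atm1-1, 52 to 95 and 100 to 708 in Col-0, 5 to 190 and 4 to 7 for the genotypes compared with glucose and sucrose, 0 for the difference in glucose response, 0 to 2 for that in sucrose response, 83 to 618 over all treatments and an overlap of 211 to 537. A group left with 2 libraries is assumed to vary like the others. In mock the count of 31 became 20, 20 and 16 without Col-0 mock replicates 1, 2 and 3 and 15, 19 and 13 without atm1-1 mock replicates 1, 2 and 3. For glucose in atm1-1 the count of 575 became 2105 without atm1-1 glucose replicate 1 and 365, 316 and 296 without atm1-1 mock replicates 1, 2 and 3. For sucrose in atm1-1 the count of 1030 became 634, 553 and 497 without atm1-1 mock replicates 1, 2 and 3 and 369 and 573 without atm1-1 sucrose replicates 1 and 3. For glucose in Col-0 it became 64 without Col-0 glucose replicate 1 and 52, 70 and 57 without Col-0 mock replicates 1, 2 and 3, and for sucrose 100 and 127 without Col-0 mock replicates 1 and 3 and 708, 212 and 135 without Col-0 sucrose replicates 1, 2 and 3. For the difference in sucrose response it was 2 without Col-0 sucrose replicate 1. Over all treatments it became 618 without atm1-1 glucose replicate 1, 94 and 83 without atm1-1 mock replicates 1 and 3, 112 and 99 without atm1-1 sucrose replicates 2 and 3, 98 without Col-0 glucose replicate 1 and 89 without Col-0 mock replicate 3. For the genotypes compared with glucose the count of 10 became 190 without atm1-1 glucose replicate 1, 6 without Col-0 glucose replicate 3 and 5 without atm1-1 glucose replicate 3. With sucrose the count of 9 became 4 without Col-0 sucrose replicate 3 and 5 without atm1-1 sucrose replicate 3. The overlap was 252, 244 and 211 without atm1-1 mock replicates 1, 2 and 3 and 259 without atm1-1 sucrose replicate 1.

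Replicate numbers share nothing that these data show. Libraries of different groups with the same number had a mean correlation of residuals of −0.0119 (−0.148 to 0.275, 45 pairs), and those with different numbers −0.333 to 0.258 (90 pairs). With the replicate number as a block the counts were 21 in mock, 476 and 885 for glucose and sucrose in atm1-1, 101 and 375 in Col-0, 7 and 8 for the genotypes compared with glucose and sucrose, 0 and 0 for the differences in response (676 and 513 at an unadjusted p under 0.05) and 143 over all treatments.

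Of the named genes' results, DESeq2 left 436 of 449 with the same direction and side of the threshold, made 10 pass and lost 0. Library size scaling left 425, made 6 pass and lost 9. The PoissonSeq re-implementation left 220 of 314 and lost 90. Without the filter 410 stayed, 38 passed and 1 was lost, and leaving out single libraries left 3402 of 3762, with 16 gained and 136 lost. The correlation between the genotypes' responses was 0.453 for glucose and 0.61 for sucrose with at least 10 counts in every library, within 0.1 of the main values, a tolerance chosen arbitrarily.

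Whether chance can be excluded was asked by splitting the libraries otherwise. For comparisons of 3 against 3 libraries the 10 possible splits cannot exclude it. There the real split gave 98 genes in mock and the highest other 1, 171, 1828, 222, 437 and 5 against 0 for glucose and sucrose in atm1-1, for both in Col-0 and for the genotypes with glucose, and 12 against 4 with sucrose. For the differences in response the splits cannot test chance, since the real labels gave 0 genes and all 100 splits are then as large by construction. Other splits gave up to 28 genes for glucose and 56 for sucrose.

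Of the 32832 genes counted, 19679 had counts high enough to test. In simulated data edgeR found 8.96% of genes changed 1.5-fold, so a gene that did not pass is not shown to be unchanged.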

Differences from the paper's values

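No test reported here was chosen after the result was seen except the PoissonSeq version with the real labels left out of its null.

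In mock, 7 genes were higher in atm1-1 than in Col-0, and the paper's value is 32. Of the alternatives set before the data were examined, a fit of only the groups compared gave 23, within 1.5 times the paper's value, and the others did not come that close. For genes lower in mock the value was 24 and the paper's 87. There no filter on low counts (86), DESeq2 (65) and a fit of only the groups compared (73) fell within 1.5 times the paper's value, and the other alternatives did not.

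With sucrose in atm1-1, 560 genes were higher, and the paper's value is 1488. None of the alternatives came within 1.5 times of it, and the closest was a fit of only the groups compared with 922. For lower genes the value was 470 and the paper's 1154. A fit of only the groups compared gave 884, within 1.5 times the paper's value, and the other alternatives did not.

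With glucose in atm1-1 the values of 433 higher and 142 lower genes were within 1.5 times those of the paper, 406 and 134. They rest on a spread shared with groups whose libraries differed less among themselves. No filter (739 and 334), DESeq2 (622 and 248) and a fit of only the groups compared (147 and 24) fell outside that range in both directions, and a threshold of 0.05 for lower genes (71). Without atm1-1 glucose replicate 1 the values were 1167 and 938, and without atm1-1 mock replicates 1, 2 and 3 they were 277 and 88, 254 and 62, and 229 and 67. Without atm1-1 glucose replicate 2, 73 genes were lower. PoissonSeq, named in the paper's methods, was not run. The PoissonSeq re-implementations did not come within 1.5 times of the paper's counts in any of these 3 comparisons, and the version with the real labels left out of its null was chosen after seeing the values.

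The paper lists YUC3, YUC6, YUC8, GH3.17, IAA19 and IAA29 as higher in atm1-1 with sucrose. All 6 rose, and 2 of them, YUC3 and GH3.17, passed edgeR q ≤ 0.1. IAA19 passed with library size scaling and IAA29 in a fit of only the groups compared, while YUC6 (edgeR q = 0.215) and YUC8 (edgeR q = 0.389) passed in no alternative. YUC3 did not pass without atm1-1 mock replicate 2 (edgeR q = 0.184) or atm1-1 sucrose replicate 1 (0.136) or 3 (0.163), and YUC3 and GH3.17 were lost under the PoissonSeq schemes. The paper proposes that these changes come from cues of sucrose where ATM1 is absent, and the difference between the genotypes in sucrose response had edgeR q = 1 for each of the 6.

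ABCG37 is named as regulated by sucrose in both genotypes. It passed in neither (edgeR q = 0.161 in atm1-1 and 0.419 in Col-0). In atm1-1 it passed with library size scaling, without the filter, with limma and in a fit of only the groups compared, and in Col-0 in no alternative. AIR1, AIR3 and YDK1 passed in both genotypes. In Col-0, AIR3 was lost without Col-0 mock replicate 1 (edgeR q = 0.226) or 2 (0.154) or Col-0 sucrose replicate 3 (0.226), and YDK1 without Col-0 mock replicate 1 (0.29) or 3 (0.2) or Col-0 sucrose replicate 1 (0.103) or 3 (0.251). YDK1 in Col-0 was also lost with library size scaling and limma. Under the PoissonSeq re-implementation AIR1, AIR3 and YDK1 were lost in both genotypes, and with the real labels left out of its null, a version chosen after seeing the values, AIR1 in atm1-1 passed and the others were lost. Both versions recovered few changed genes in simulated data, so these losses say little about the genes. The paper also names numerous SAUR genes there, and edgeR called 1 of 56 tested in atm1-1 and 0 in Col-0.

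KIN11 is given as lower in atm1-1 with glucose. The change was −0.28 (edgeR q = 0.509), and no alternative or left-out library called it.

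CYCB2;4, CYCB1;4 and CYCB2;3 are given as raised in atm1-1 by sucrose. All 3 rose without passing (edgeR q = 0.407, 0.162 and 0.462). CYCB1;4 passed with limma and without atm1-1 mock replicate 2 (edgeR q = 0.0498), and the others in no alternative.

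Fig. 5C labels genes that it plots as past the threshold with sucrose in atm1-1. Of these, SAUR6 (−0.68, edgeR q = 0.296), SAUR30 (0.81, edgeR q = 0.163), IAA1 (0.82, edgeR q = 0.205), IAA14 (0.62, edgeR q = 0.127), CYCB1;2 (0.87, edgeR q = 0.355) and CYCP2;1 (−1.49, edgeR q = 0.242) did not pass. SAUR6 and IAA1 passed without the filter and in a fit of only the groups compared. IAA14 passed with library size scaling, DESeq2, limma and a fit of only the groups compared. SAUR30, CYCB1;2 and CYCP2;1 passed in no alternative. SUR2, also labelled, passed (0.53, edgeR q = 0.0729) and was lost under the PoissonSeq schemes and without any of the 6 libraries of the comparison in turn (edgeR q = 0.12, 0.214 and 0.223 without atm1-1 mock replicates 1, 2 and 3, and 0.126, 0.127 and 0.252 without atm1-1 sucrose replicates 1, 2 and 3).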

Other observations

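The tests of atm1-1 glucose replicate 2 were chosen only after the result was seen.

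At equal depth atm1-1 glucose replicate 2 had counts on 20157 genes, and the lowest of the other libraries had 20870. Lower depth is argued against, since the difference is there with every library thinned to the same total. Its 10 highest genes took 15.65% of counts, more than in any other library (15.6% in the next). A few genes taking most of the counts is argued against as the whole cause, since with the 10 highest genes of each library (15 in all) left out of every library it had counts on 20176 genes at equal depth, and the lowest of the others had 20871. What sets the library apart stays open, and no biological explanation was tested.

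The remaining set results, from limma's camera, include sets on processes the paper discusses, such as DNA replication, Calvin cycle and YUCCA genes. Sugar-repressed genes (4 tested) were lower with sugar in every comparison with mock, with medians of −0.58 and −0.79 in atm1-1 with glucose and sucrose (camera adjusted p = 0.00175 and 0.00031) and −0.20 and −0.36 in Col-0 (camera adjusted p = 0.01 and 0.0208). The atm1-1 results passed fry but not an estimated correlation. The Col-0 results did not pass fry (adjusted p = 0.0796 and 0.063, with 0.00994 to 0.215 and 0.0202 to 0.253 over the alternatives other than leaving out a library). By camera the glucose result of Col-0 was lost without Col-0 glucose replicate 1 (adjusted p = 0.0526), and the sucrose result without Col-0 mock replicate 1 (0.0629), Col-0 sucrose replicate 1 (0.15), atm1-1 glucose replicate 1 (0.0617) or atm1-1 mock replicate 1 (0.052), 2 (0.0504) or 3 (0.0524).

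Sugar-induced genes (4 tested) were higher in Col-0 with glucose (median 0.69, camera adjusted p = 0.00212) and sucrose (median 0.74, camera adjusted p = 0.0187), and these calls held under fry but not with an estimated correlation. With glucose they were lower in atm1-1 than in Col-0 (median −0.63, 4 of 4 lower, camera adjusted p = 0.00184, 0.00132 to 0.0648 over the same alternatives), a call lost without Col-0 glucose replicate 1 (0.0526) or atm1-1 glucose replicate 1 (0.0566). In atm1-1 with sucrose the median was 0.24, with a mean of 1.52 when GPT2 is at its lower bound (camera adjusted p = 0.109, 0.00933 to 0.274 over the same alternatives, passing with fry and without Col-0 sucrose replicate 2 at 0.049, atm1-1 mock replicate 2 at 0.0442 and atm1-1 sucrose replicates 1 and 2 at 0.0334 and 0.0229), and with glucose it was −0.09, with a mean of 0.32 at that bound (camera adjusted p = 0.885). GPT2 (AT1G61800) had 0 counts in atm1-1 mock, 24 with glucose and 184 with sucrose, at least 9.36-fold and 63.1-fold higher against a floor of 3 counts over the group. The medians are the same with GPT2 at these bounds. GPT2 was singled out after its values were seen.

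ER body genes (11 tested) were higher with glucose in atm1-1 and Col-0 (median 0.33 and 0.30, camera adjusted p = 0.000155 and 1.2e-05) and with sucrose in atm1-1 (median 0.33, camera adjusted p = 0.00145). These calls held under fry, and that for glucose in Col-0 also with an estimated correlation. With sucrose in Col-0 (median 0.23, camera adjusted p = 0.0501) they passed with library size scaling and without Col-0 glucose replicate 2 (0.0479), Col-0 mock replicate 3 (0.0391), Col-0 sucrose replicate 2 (0.0118) or 3 (0.0241) or atm1-1 glucose replicate 2 (0.0459). DNA replication genes (24 tested) were higher in atm1-1 than in Col-0 in mock (median 0.28, 18 of 24 higher, camera adjusted p = 9.23e-05) and over all treatments (median 0.13, camera adjusted p = 0.00242). Both passed fry, and the mock result an estimated correlation. The result over all treatments includes the mock libraries, and with glucose or sucrose alone the genotypes did not pass (median 0.03 and 0.14, camera adjusted p = 0.472 and 0.168), though with sucrose they did without atm1-1 sucrose replicate 3 (0.0326). The mock result and the lower glucose response of these genes in atm1-1 share the mock libraries and are not separate results. The paper followed S-phase entry by EdU in root meristems of quiescent seedlings, which whole-seedling RNA does not measure.

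Calvin cycle genes (18 tested) were lower in atm1-1 than in Col-0 with glucose (median −0.26, 15 of 18 lower, camera adjusted p = 0.000856) and over all treatments (median −0.16, 17 of 18 lower, camera adjusted p = 0.000542), and lower in Col-0 with glucose than in mock (median −0.21, 16 of 18 lower, camera adjusted p = 9e-04). None of these 3 passed fry or an estimated correlation. YUCCA genes (5 tested) were higher in atm1-1 with glucose than in mock (median 1.01, 5 of 5 higher, camera adjusted p = 0.023), which passed neither of these and was lost by camera without atm1-1 glucose replicate 1 (0.166) or atm1-1 mock replicate 2 (0.0624).

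Evening clock genes (6 tested) were higher in atm1-1 than in Col-0 with sucrose (median 0.28, camera adjusted p = 0.018). That result did not pass fry (adjusted p = 0.0718, 0.0202 to 0.105 over the alternatives other than leaving out a library) and was lost by camera without Col-0 sucrose replicate 3 (0.0737) or atm1-1 sucrose replicate 1 (0.0548). Morning clock genes (4 tested) passed in none of the 10 comparisons (lowest camera adjusted p = 0.257).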
